# Intrauterine hyperglycaemia during late gestation caused mitochondrial dysfunction in skeletal muscle of male offspring through CREB/PGC1A signaling

**DOI:** 10.1038/s41387-024-00299-x

**Published:** 2024-07-23

**Authors:** Yi-Shang Yan, Jia-Ying Mo, Yu-Tong Huang, Hong Zhu, Hai-Yan Wu, Zhong-Liang Lin, Rui Liu, Xuan-Qi Liu, Ping-Ping Lv, Chun Feng, Jian-Zhong Sheng, Min Jin, He-Feng Huang

**Keywords:** Nutrition disorders, Endocrine system and metabolic diseases

## Abstract

**Background:**

Maternal diabetes mellitus can influence the development of offspring. Gestational diabetes mellitus (GDM) creates a short-term intrauterine hyperglycaemic environment in offspring, leading to glucose intolerance in later life, but the long-term effects and specific mechanism involved in skeletal muscle dysfunction in offspring remain to be clarified.

**Methods:**

Pregnant mice were divided into two groups: The GDM group was intraperitoneally injected with 100 mg/kg streptozotocin on gestational days (GDs) 6.5 and 12.5, while the control (CTR) group was treated with vehicle buffer. Only pregnant mice whose random blood glucose level was higher than 16.8 mmol/L beginning on GD13.5 were regarded as the GDM group. The growth of the offspring was monitored, and the glucose tolerance test was performed at different time points. Body composition analysis and immunohistochemical methods were used to evaluate the development of lean mass at 8 weeks. The exercise capacity and grip strength of the male mouse offspring were assessed at the same period. Transmission electron microscopy was used to observe the morphology inside skeletal muscle at 8 weeks and as a foetus. The genes and proteins associated with mitochondrial biogenesis and oxidative metabolism were investigated. We also coanalyzed RNA sequencing and proteomics data to explore the underlying mechanism. Chromatin immunoprecipitation and bisulfite-converted DNA methylation detection were performed to evaluate this phenomenon.

**Results:**

Short-term intrauterine hyperglycaemia inhibited the growth and reduced the lean mass of male offspring, leading to decreased endurance exercise capacity. The myofiber composition of the tibialis anterior muscle of GDM male offspring became more glycolytic and less oxidative. The morphology and function of mitochondria in the skeletal muscle of GDM male offspring were destroyed, and coanalysis of RNA sequencing and proteomics of foetal skeletal muscle showed that mitochondrial elements and lipid oxidation were consistently impaired. In vivo and in vitro myoblast experiments also demonstrated that high glucose concentrations impeded mitochondrial organisation and function. Importantly, the transcription of genes associated with mitochondrial biogenesis and oxidative metabolism decreased at 8 weeks and during the foetal period. We predicted *Ppargc1α* as a key upstream regulator with the help of IPA software. The proteins and mRNA levels of *Ppargc1α* in the skeletal muscle of GDM male offspring were decreased as a foetus (CTR vs. GDM, 1.004 vs. 0.665, *p* = 0.002), at 6 weeks (1.018 vs. 0.511, *p* = 0.023) and 8 weeks (1.006 vs. 0.596, *p* = 0.018). In addition, CREB phosphorylation was inhibited in GDM group, with fewer activated pCREB proteins binding to the CRE element of *Ppargc1α* (1.042 vs. 0.681, *p* = 0.037), *Pck1* (1.091 vs. 0.432, *p* = 0.014) and *G6pc* (1.118 vs. 0.472, *p* = 0.027), resulting in their decreased transcription. Interestingly, we found that sarcopenia and mitochondrial dysfunction could even be inherited by the next generation.

**Conclusions:**

Short-term intrauterine hyperglycaemia significantly reduced lean mass in male offspring at 8 weeks, resulting in decreased exercise endurance and metabolic disorders. Disrupted organisation and function of the mitochondria in skeletal muscle were also observed among them. Foetal exposure to hyperglycaemia decreased the ratio of phosphorylated CREB and reduced the transcription of *Ppargc1α*, which inhibited the transcription of downstream genes involving in mitochondrial biogenesis and oxidative metabolism. Abnormal mitochondria, which might be transmitted through aberrant gametes, were also observed in the F2 generation.

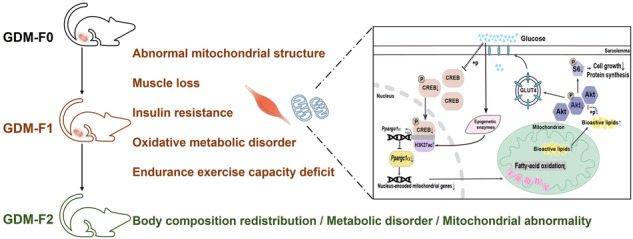

## Introduction

The “Foetal Origins of Adult Disease” hypothesis is an emerging theory that indicates that intrauterine malnutrition could have adverse effects on the development and function of tissues later in life [1]. Gestational diabetes mellitus (GDM) is a common gestational complication that is characterised by abnormal glucose tolerance during the third trimester and recovery to normal levels after birth [2]. Glucose is known to cross the placenta into the foetal circulation. Evidence suggests that short-term intrauterine hyperglycaemia could negatively affect foetal development and islet function [3], brown adipose tissue (BAT) [4] and the liver [5, 6], leading to metabolic syndrome in adulthood.

Skeletal muscle (SKM) dysfunction plays an important role in obesity, insulin resistance (IR) and diabetes [7]. One study demonstrated that intrauterine hyperglycaemia could result in insulin resistance in offspring SKMs at three weeks old [8]. Clinical investigations revealed that the IR offspring of T2DM parents exhibited impaired mitochondrial activity in SKM [9]. Maternal metabolic syndrome was demonstrated to cause mitochondrial dysfunction in F2 SKM via aberrant oocyte mitochondria in F1 females [10]. However, whether and how GDM affects SKM development in offspring are still unclear.

The pivotal component of mitochondrial biogenesis, peroxisome proliferator-activated receptor-gamma coactivator-1 alpha (*Ppargc1α*), has attracted increased amounts of attention as a marker of muscle wasting [11]. Work from our group has demonstrated that intrauterine hyperglycaemia inhibited the expression of *Ppargc1α* and uncoupling protein (*Ucp1*) in BAT, leading to impaired mitochondrial thermogenesis [4]. We wondered whether the expression of *Ppargc1α* in GDM skeletal muscle was altered and what the potential mechanism was involved. Moreover, we were also curious about whether the adverse effects of GDM on skeletal muscle could be transmitted to the next generation.

In summary, we demonstrated that short-term foetal exposure to hyperglycaemia downregulated *Ppargc1α* by inhibiting CREB phosphorylation in the SKM of male offspring, leading to abnormal mitochondrial biogenesis and lipid oxidation. Thus, GDM male offspring developed muscle loss, a decrease in exercise endurance capacity and metabolic dysfunction at 8 weeks. Moreover, F1 foetal exposure to hyperglycaemia contributed to adult F2 metabolic disorders, obesity, and mitochondrial abnormalities in skeletal muscle.

## Materials and methods

### Animals

Institute of Cancer Research (ICR) mice aged 8 weeks were purchased from Shanghai SLAC Laboratory Animal Co. (Shanghai, China). The method for establishing the GDM model was modified from previous work [12]. Virgin female mice were mated with male mice. Once the vaginal plug was observed, the day was considered gestational day 0.5 (GD0.5) for the mother and embryonic day 0.5 (ED0.5) for the foetus. Time-pregnant mice were assigned to the control (CTR) or GDM group. Each GDM female was treated with 100 mg/kg streptozotocin (Sigma‒Aldrich, St. Louis, MO, USA; S0130) dissolved in citrate buffer (Beijing Solarbio Science & Technology Co., Ltd., China; C1013) at GD6.5 and GD12.5 after overnight fasting. CTR mice received an equal volume of buffer. Blood glucose was detected daily from GD13.5 via the tail vein. GDM was defined only when the random glucose level was higher than 16.8 mmol/L. The offspring of GDM were breastfed by normal female mice for 3 weeks.

### Physiological measurements and metabolic testing

After weaning, the weights of the offspring were recorded weekly. Intraperitoneal glucose (2 g/kg body weight) tolerance tests (GTTs) and insulin (0.8 U/kg body weight) resistance tests (ITTs) were performed after 16-h and 6-h fasts, respectively. In vivo oxygen consumption and carbon dioxide emission were measured over 24 h in a TSE LabMaster System (TSE Systems, Bad Homburg, Germany) when the animals had access to food and water. The body composition of the conscious mice was detected through a nuclear magnetic resonance instrument (Niumag Corporation, China, QMR06-090H). Gripping force was evaluated by a grip strength metre (Xin Run Corporation, China, XR501): the mouse was held by the tail and placed on the net. Then, we pulled the mice gently back by the tail so that their forepaws grabbed the net, and the grip in Newtons (N) was recorded until the net was released. There was no acclimation period for the test. The process was repeated three times, the highest force was recorded and we calculated the average. The exercise endurance capacity (EEC) test was performed as follows: Mice were acclimated to the device for 4 consecutive days for 10 min at a speed of 15 meter per minute (m/min). The mice were exercised at the start of the dark cycle, such as at 5:00 pm. The speeds were adjusted using following protocol:15 m/min for 45 min, 18 m/min for 15 min, 20 m/min for 15 min, 22 m/min for 15 min and 25 m/min for up to 60 min. Mice were constantly monitored and were motivated to exercise via an electric stimulus of 0.5 mA. Exhaustion was considered after 6 s of permanence on the electric grid, and the mouse did not run anymore even if it was tapped. Maximum exercise capacity was estimated using parameters: the duration of the run (min) and the distance (m).

### Immunohistochemical and immunofluorescence staining

The frozen skeletal muscle was cut into 8 millimetre (mm) thick cross sections without fixation. The Tetrazole Salt Method was used according to the kit protocol (Solarbio Science & Technology Co., Ltd., China, G2000) to stain for succinate dehydrogenase (SDH) inside the muscle. 8 mm-thick-sections were fixed with 4% paraformaldehyde, and antigen retrieval was performed accordingly (Beyotime Biotech. Inc., China, P0090). After they were incubated in 0.05% Triton X-100 (Thermo Fisher Scientific, USA, BP151-500) and washed with PBS, the sections were incubated with primary antibodies overnight at 4 °C followed by secondary antibodies (Supplementary Table 1) for 1 h at room temperature. Images were observed and captured with an Olympus IX83-FV3000-OSR. More than six sections were randomly selected to estimate the myofiber cross-sectional area (CSA) and distribution using image analysis software (Image-Pro Plus, Media Cybernetics, Silver Spring, MD, USA).

### Transmission electron microscopy (TEM)

Skeletal muscle was minced into small pieces and fixed in 2.5% glutaraldehyde at 4 °C overnight. After being fixed in 1% osmium tetroxide for 1 h and stained with uranyl acetate for half an hour, the muscle minces were gradient dehydrated. Then, the muscle was embedded and stained with uranyl acetate and lead citrate. Images were acquired by a 120 kV cryo-transmission electron microscope (Thermo FEI, Czech, Tecnai G2 spirit).

### RNA sequencing and proteomics

Foetal limb muscle was extracted after the skin and bones were removed. Total RNA was isolated and purified using TRIzol reagent (TaKaRa, Japan, 9108) following the manufacturer’s procedure. The RNA concentration and purity of each sample were quantified using a NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA). An RNA-Seq library preparation kit was used to generate cDNA. Finally, we performed 2 × 150 bp paired-end sequencing (PE150) on an Illumina NovaSeq™ 6000 (LC-Bio Technology Co., Ltd., Hangzhou, China). After removing low-quality and undetermined bases, HISAT2 software was used to map the reads to the genome (*Mus musculus*, Ensembl v101). The total differentially expressed genes are listed in Data Set 1. Compared to those in the CTR group, the significant differentially expressed genes (DEGs) with a fold change ≥2 or ≤0.5 and a *P* ≤ 0.05 were regarded as significant. The DEGs were further subjected to prediction of potential upstream regulators via Ingenuity Pathway Analysis (IPA; QIAGEN, Valencia, CA, USA). Muscle protein was prepared by SDT lysis and homogenised. After labelling using TMT reagent (Thermo Fisher Scientific), liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis was performed on a Q Exactive plus mass spectrometer coupled to an Easy nLC, and the raw files were processed using the MASCOT engine (Matrix Science, London, UK; version 2.6) embedded into Proteome Discoverer 2.2. The total differentially expressed proteins are listed in Data Set 2. Significant differentially expressed proteins (DEPs) between groups were defined on the basis of a fold change ≥1.2 or ≤0.833 with a *P* ≤ 0.05. Histograms and bubble diagrams were generated with OmicStudio at http://www.omicstudio.cn/tool.

### Isolation of primary myoblasts from skeletal muscle

Myoblasts were isolated as previously reported [13]. Briefly, skeletal muscle was removed, washed, and minced into small pieces. Then, collagenase II (Worthington Biochemical, USA, LS004176, final concentration 400 U/ml) was added to the media for digestion in a 15 ml tube. The tube was shaken at 37 °C at most speeds for 1 h with another 5 s vortex. The tubes were spun at 1400 × *g* for 5 min, after which the supernatant was discarded. The pellet was resuspended in media and pipetted several times using a sterile 10 ml pipette. The resuspended mixture was collected and passed through prewet 70 and 30 μm strainers. The tubes were spun at 1400 × *g* for 5 min. The pellet was resuspended in DMEM (American Type Culture Collection, USA, 30-2002) and seeded onto a 6-cm dish. After 24 h, the supernatant was collected and spun at 930 × *g* for 5 min, after which the pellet was resuspended in DMEM supplemented with bFGF (Thermo Fisher Scientific, USA, 100-18B), after which the mixture was transferred to 10% Matrigel-coated dishes (Corning, Inc., USA, 354234).

### In vivo and in vitro myoblast experiments

The oxygen consumption rate (OCR) was measured with a Seahorse XFe96 Analyser (Agilent Technologies, USA). Briefly, cells were seeded on culture microplates (Agilent Technologies, 101085-004) the day before. The following mitochondrial respiratory inhibitors were injected: oligomycin (Merck SA, Germany; 75351, final concentration in the well: 1 μM), fluorocarbon cyanide phenylhydrazone (Merck SA; C2920, final concentration in the well: 1 μM), rotenone (Merck SA; R8875, final concentration in the well: 1 μM) and antimycin A (Merck SA; A8674, final concentration in the well: 5 μM). The basal respiration, adenosine triphosphate (ATP) production, maximal respiration, proton leakage and spare capacity were calculated.

Specific small interfering RNAs (siRNAs) targeting mouse *Ppargc1α* (RiboBio Co., Ltd., Guangzhou, China; siB12322140811) were purchased. C2C12 myoblast at 30–40% confluency was transfected with 50 nM siRNA using Lipofectamine™ RNAiMAX (Thermo Fisher Scientific, Inc., 13778150) according to the manufacturer’s protocol.

When C2C12 cells (ATCC® CRL-1772™, RRID: CVCL_0188) were grown in DMEM (Biological Industries, Israel, 06-1055-57-1ACS) supplemented with 10% (v/v) foetal bovine serum (Biological Industries, Israel, 04-001-1ACS) to 80–90% confluence, pECMV-Ppargc1α-m-FLAG (MiaoLingBio, China, P8854) and pECMV-MCS-FLAG (MiaoLingBio, China, P0787) were obtained, and 2.5 μg plasmids were transfected with Lipofectamine 3000 (Thermo Fisher Scientific, Inc., L3000015) according to the manufacturer’s protocol. The transfected cells were harvested after 48 h.

H89 (MedChemExpress, HY-15979) and Forskolin (MedChemExpress, HY-15371) were dissolved in dimethyl sulfoxide (DMSO), diluted to 50 μM in medium and cultured for another 48 h.

C2C12 cells and myoblasts were cultured in DMEM supplemented with low glucose (HyClone, USA; SH30021.01) or high glucose (HyClone, USA; SH30243.01) when necessary. High glucose media contained D-glucose at a concentration of 4500 mg/L, and the D-glucose concentration was 1000 mg/L in low glucose media.

### Real-time quantitative RT‒PCR

Total RNA was isolated from skeletal muscle of different ages and from myoblasts by using TRIzol (Takara, Otsu, Shiga, Japan, 9108). Total RNA (at most 1 mg) was reverse transcribed to cDNA with a PrimeScript RT Reagent Kit (Takara, RR036A). TB Green Premix Ex Taq (Takara, RR420A) was used for real-time quantitative PCR. The relative quantification of each mRNA was calculated using Actin or 18S as an internal reference. The primers used are listed in Supplementary Table 2.

### Western blot

Referring to the phosphorylation status of the insulin pathway, every male mouse aged 8 weeks was intraperitoneally injected with 0.08 U/kg insulin after fasting for 6 h. Fifteen minutes after the key proteins in the pathway were fully activated by insulin, the mice were sacrificed, and limb muscles, specifically the quadriceps femoris (QUA), tibialis anterior (TA), gastrocnemius (GAS) and soleus (SOL) muscles, were collected. Whole limb muscle was collected when it referred to the foetal experiment. A total of 15–30 mg of skeletal muscle protein was separated using 10% polyacrylamide gels and then transferred to a polyvinylidene fluoride membrane. The membranes were incubated with the antibodies listed in Supplementary Table 1. The bands were visualised by a chemiluminescence system and was quantified by ImageJ software.

### DNA methylation

Genomic DNA was collected from foetal limb muscle using the TIANamp Genomic DNA Kit (TIANGEN Biotech Co., Ltd., Beijing, China, DP304). Bisulfite was converted using the EpiTect Fast DNA Bisulfite Kit (Qiagen, 59802). The primers were designed with Qiagen PyroMark Assay Design 2.0 software and covered specific CpG islands in the target genes (Supplementary Table 2). Purified converted DNA was amplified with a PyroMark PCR Kit. Pyrosequencing was conducted on a pyrosequencer (Qiagen, PyroMark Q24).

### Chromatin immunoprecipitation (ChIP)

Each immunoprecipitation assay was performed using fresh foetal limb muscle according to the protocol of the SimpleChIP® Plus Enzymatic Chromatin IP Kit (Magnetic Beads) (Cell Signaling Technology (CST), Danvers, Massachusetts, USA, 9005). The samples were first fixed with 1.5% formaldehyde for crosslinking for 20 min at room temperature, after which the reaction was terminated by the addition of glycine. The compact tissues were isolated into cell suspensions using Dounce homogenizers. Micrococcal nuclease (CST, 10011) was added together with ultrasonication (Diagenode, Belgium, Bioruptor Pico) to digest DNA to approximately 150–900 bp in length, followed by EDTA (CST, 7011) to stop digestion. Ten microlitres of a total 500 μl of chromatin sample were used for a 2% input control. Primary antibody or anti-IgG (CST, 2729) 1.5 μg was added to 200 μl of chromatin sample, which was subsequently incubated with rotation overnight at 4 °C. 25 μl of Protein G Magnetic Beads (CST,9006) was added to each IP and input reaction, and the mixture was rotated at 4 °C for another 2 h. DNA was ultimately purified after elution from the chromatin-antibody-bead mixture. The primers used are listed in Supplementary Table 2. ChIP sequencing was conducted by Novogene (Beijing, China). The data were processed through the Integrative Genomics Viewer (IGV).

### Statistical analysis

The data are shown as the mean ± SEM. In the F1 generation, the differences in body composition, muscle weight ratio, area under the curve (AUC) of GTT and ITT, grip force, gene expression, and western blot data between the CTR and GDM groups were evaluated by a two-tailed Student’s *t* test. GTTs, ITTs, and weight monitoring in F1 generation were generally analysed via two-way ANOVA. The results were subsequently compared according to the time points in detail by Sidak’s multiple comparisons test. In the F2 generation, body composition, muscle weight ratio, the area under the curve (AUC) of the GTT and ITT, and gene expression were compared among the four groups by one-way ANOVA. Weight monitoring, GTT, and ITT were performed through two-way ANOVA, generally followed by Tukey’s multiple comparisons test, specifically at the time points. A *P* < 0.05 was considered to indicate statistical significance. GraphPad Prism software (GraphPad Software, San Diego, CA, USA, version 8.3.1) was utilised for statistical analysis and graphics.

## Results

### Short-term intrauterine hyperglycaemia led to a decrease in endurance capacity and systematic metabolic disorders in F1 adult mice

To test the impact of short-term intrauterine hyperglycaemic exposure on growth, we first monitored weight gain in F1 generation for a long time. The body weight was lower in GDM offspring of both sexes (Supplementary Figs. 1A, 2A), although it presented a trend towards catch-up growth. Through a glucose tolerance test, GDM offspring were shown to have systematic metabolic disorders. Exposure to intrauterine hyperglycaemia resulted in glucose intolerance as early as 8 weeks in male mice (Supplementary Fig. 1B, C). GDM females also exhibited severe damage in glucose metabolism at 12 weeks, which displayed a delay compared to males (Supplementary Fig. 2B, C). Body composition analysis of 8-week-old mice demonstrated that GDM male offspring were composed of more adiposity and had a lower muscle mass ratio (Fig. 1A), which might cause less oxygen consumption and carbon dioxide emission (Fig. 1B). We did not find a difference in grip strength between the two groups (Fig. 1C). However, the total duration and distance GDM mice ran were significantly reduced (Fig. 1D). We then picked four pieces of skeletal muscle for further research. The percentages of quadriceps femoris (QUA) and tibialis anterior (TA) muscles were obviously lower in the GDM male group. Neither the gastrocnemius (GAS) nor the soleus (SOL) region reached statistical significance (Fig. 1E). Concerning the aspects mentioned above, discrepancies in female offspring at 8 weeks were modest (Supplementary Fig. 2D–F).

**Fig. 1:**
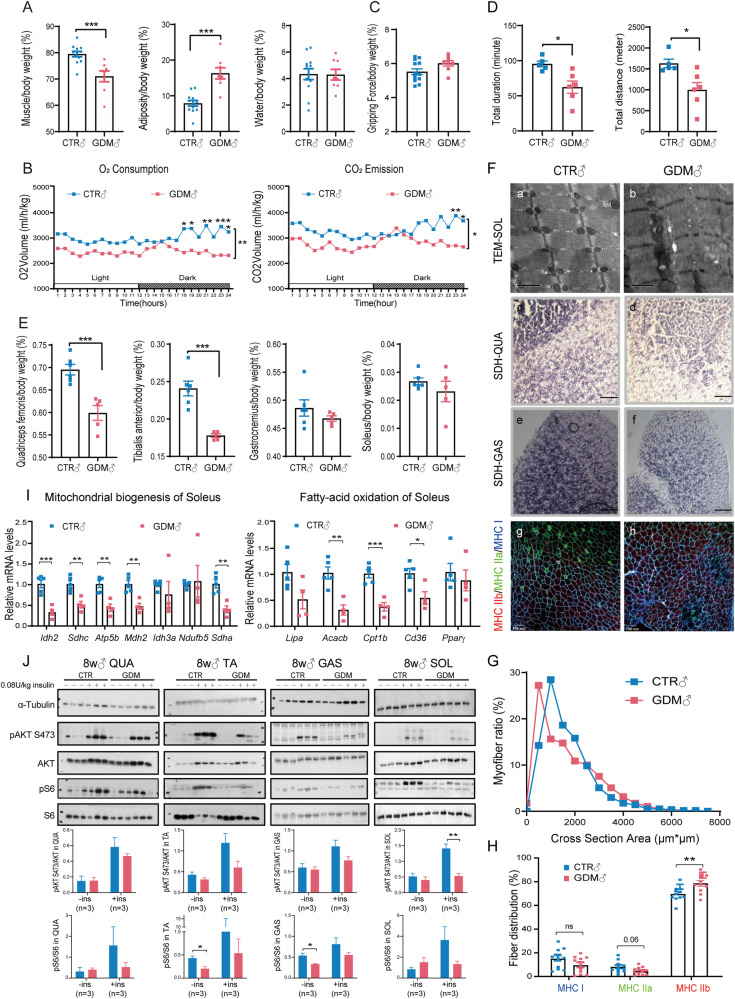
Intrauterine hyperglycaemia during late gestation leads to sarcopenia and causes mitochondrial abnormalities and insulin resistance in skeletal muscle in F1 males at 8 weeks. **A** GDM male offspring were composed of more adiposity and less muscle (n_CTR_= 12, n_GDM_ = 8, each “n” refers to a single mouse, two-tailed *t* test); **B** GDM male offspring consumed less oxygen and produced less carbon dioxide (*n* = 8, 2-way ANOVA); **C** No difference in gripping force between two groups was found (n_CTR_= 13, n_GDM_ = 8, two-tailed *t* test); **D** Endurance exercise capacity test was demonstrated to be poor in GDM male offspring (n_CTR_= 5, n_GDM_ = 6, two-tailed *t* test); **E** QUA and TA weights normalised to body weight were significantly lighter in GDM male offspring (n_CTR_= 6, n_GDM_ = 5, two-tailed *t* test); **F** TEM of SOL (a, b) showed swollen mitochondria with vacuoles, SDH staining of QUA (c, d) and GAS (e, f) revealed smaller staining area in GDM male offspring. Immunofluorescence of TA (g, h) showed composition of specific metabolic type of myofibers; **G** CSA of TA in GDM male offspring was smaller (*n* = 15); H: Myofiber type distribution according to immunofluorescent staining in TA showed glycolytic myofibers (MHCIIb) significantly increased, while oxidative myofibers (MHCI and MHCIIa) tended to decrease (*n* = 11, multiple *t* tests); **I** Genes related to mitochondrial biogenesis and oxidative metabolism by RT-qPCR were found to be inhibited in GDM male offspring soleus (n_CTR_= 5, n_GDM_ = 4, multiple *t* tests); **J** Representative western blotting images showed insulin signalling proteins were inhibited to be phosphorylated in GDM male offspring muscle at basal and insulin stimulation (*n* = 3, multiple *t* tests); Data are expressed as the mean ± SEM. Significance of the differences: *p < 0.05, **p < 0.01, ***p < 0.001.

### Short-term intrauterine hyperglycaemia caused mitochondrial abnormalities and insulin resistance in the skeletal muscle of F1 males

We observed oxidative myofiber distribution and mitochondrial morphology inside male skeletal muscle at 8 weeks. TEM revealed that GDM male mice had fewer mitochondria in the soleus and that there were vacuoles in swollen mitochondria (Fig. 1Fa, b). Histological analysis of QUA and GAS also revealed a smaller area of SDH staining, which indicated mitochondrial abnormalities (Fig. 1Fc–f). We performed immunofluorescence staining of specific metabolic types of myofibers in the TA (Fig. 1Fg, h) and evaluated the CSA and distribution of different types of myofibers. We found that the CSA of GDM tended to be smaller (Fig. 1G). The number of glycolytic myofibers stained with MHCIIb significantly increased, while the number of oxidative myofibers stained with MHCI and MHCIIa tended to decrease in the GDM group but not significantly (Fig. 1H). We investigated whether this phenotype was related to oxidative disorders and mitochondrial biogenesis by RT-qPCR. Notably, the expression of genes involved in oxidative metabolism and the electron transport chain, including *Idh2*, *Sdhc*, *Atp5b*, *Mdh2*, *Sdha*, *Acacb*, *Cpt1b* and *Cd36*, significantly decreased in the GDM soleus population (Fig. 1I). In addition to the soleus, the transcription of genes in the same series was verified to be inhibited in QUA and GAS at 8 weeks (Supplementary Fig. 1D–I). The expression of metabolic genes was also verified to be suppressed to some extent in the GDM male soleus at 6 weeks (Supplementary Fig. 1J). However, we did not find any significant difference in gene expression among GDM females at 12 weeks (Supplementary Fig. 2G). To determine whether mitochondrial dysfunction in the muscle of GDM males was associated with a poor response to insulin, we used western blotting to test the classical insulin pathway. According to our analytical data, compared to the GDM males, the levels of phosphorylated S6 in the TA and GAS were significantly greater in the CTR group after fasting for 4 h before insulin stimulation. Under insulin stimulation, phosphorylated AKT protein only in the SOL was dramatically greater in CTR males than in GDM males, while the phosphorylation of AKT and S6 in other muscle tended to be inhibited even though not significantly in GDM group (Fig. 1J). These data suggested that mitochondrial dysfunction in GDM male SKM at 8 weeks was associated with a poor response to insulin and might lead to systematic glucose intolerance and insulin resistance.

### Mitochondrial biogenesis and oxidative metabolism were impaired in foetal GDM male skeletal muscle

After exploring the effect of GDM on foetal skeletal muscle, we found that foetal skeletal muscle not only displayed muscle malformation but also mitochondrial abnormalities (Fig. 2A). After that, we performed proteomic analyses of lower limb muscle tissue at ED18.5. Principal component analysis (PCA) of the proteomic data showed no significant difference in the CTR group, but the protein samples between the groups were heterogeneous (Fig. 2B). DEPs were mainly spread across the nucleus (37.7%), cytosol (27.5%) and mitochondria (12.3%) (Fig. 2C). We then performed Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis and found that the enriched pathways involved oxidative phosphorylation (OXPHOS) and the citrate cycle (Fig. 2D). 

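RNA-seq was performed on limb muscle of male foetuses at ED18.5, with 5 samples from the GDM group and 5 from the CTR group. GDM dams had received 100 mg/kg streptozotocin at GD 6.5 and GD 12.5, and CTR dams had received buffer. Libraries were made from poly(A) RNA with a dUTP-marked second strand and sequenced as PE150 on an Illumina NovaSeq instrument. The authors mapped the reads with HISAT2 2.0.4 to the mouse genome, which the methods give as Ensembl v101 and the submitters' notes as mm10, and computed FPKM with StringTie 1.3.4d. Whether the strand was used in counting is not stated. Genes without signal are listed at a floor of 0.0001 FPKM. Depth was estimated from genes with a single transcript, whose lowest values cluster at the worth of 1 fragment. It came to 17.6 to 20.8 M fragments per sample in the GDM group (median 20.6) and to 14.4 to 16.5 M in the CTR group (median 15.9), so that every GDM library was deeper than every CTR library. Any batch that follows this depth cannot be told apart from the group.

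The 13363 of 55401 genes with an FPKM of at least 1 in at least 5 libraries were tested with limma (trend, robust) on log2(FPKM + 1), and p was adjusted by the Benjamini-Hochberg method. Fold changes are on this scale, which understates the change of genes with low FPKM. Mitochondrially encoded genes made up 9.43 to 12.3% of the summed FPKM in GDM samples and 16.3 to 19.0% in CTR samples. The 20 genes with the highest FPKM took 21.6 to 24.2% and 31.7 to 34.3%. The median log2 fold change of all tested genes was 0.15. Scaling each library by its median ratio to the others, an alternative chosen after seeing the data, moved this median by -0.15, and log2 fold changes are to be read relative to that shift. The labels do not give the litter of each foetus, so each p measures the spread between samples.

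**Figure D1:**
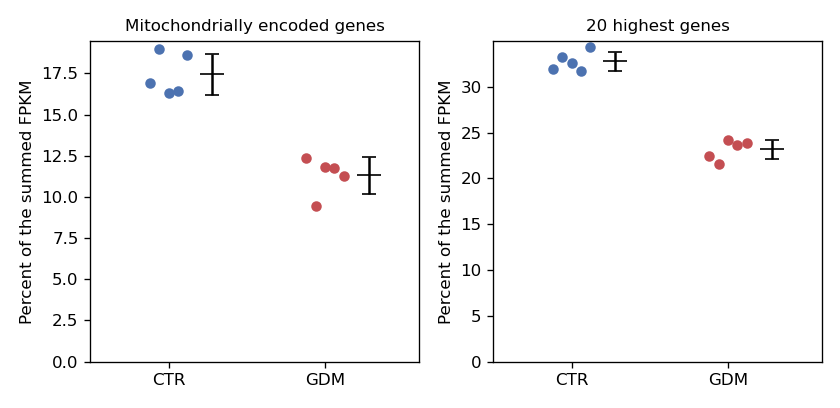
Percent of the summed FPKM of each foetal muscle library held by mitochondrially encoded genes (left) and by the 20 genes with the highest FPKM (right). Points are the 5 libraries of each group and bars show the mean and SD. The GDM libraries lie between 9.43 and 12.3% on the left, all below the CTR libraries at 16.3% or more.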

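The genes with the largest decreases in GDM foetal muscle included genes of fat cells. Cfd, the adipokine adipsin, fell by 5.73 on the log2 scale (standard error 0.63), from 310 ± 367 FPKM (SD, n = 5) to 3.78 ± 3.43 FPKM (SD, n = 5). Cidec, a lipid droplet protein, had a log2 fold change of -4.87, and Adipoq, which encodes adiponectin, of -4.57. The largest increases included Slc2a1, the glucose transporter GLUT1, which rose from 1.89 ± 0.42 FPKM (SD, n = 5) to 15.8 ± 3.15 FPKM (SD, n = 5), a log2 fold change of 2.53 (standard error 0.14). Il17b, a cytokine gene, rose by 2.48, Hif3a, a hypoxia-inducible factor subunit, by 2.31, and Crabp1, a retinoic acid binding protein, by 2.29. CTR replicate 2 stood apart in fat cell genes, with 253.5 FPKM of Adipoq against 36.1 to 57.1 FPKM in the other CTR samples. Without it, Adipoq and Cfd remained lower, with log2 fold changes of -4.07 and -5.18.

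At an adjusted p under 0.05 in limma, 4691 genes were higher and 1451 were lower in GDM samples, and 7221 did not pass. After median ratio scaling the same test called 2567 genes higher and 2592 lower, which takes the share of higher calls from 76.4% to 49.8%. All 2567 genes called higher after scaling were also called higher before it, and all 1451 genes called lower before it were called lower after it. At the thresholds of the paper's methods, an unadjusted p of at most 0.05 and a fold change of at least 2 or at most 0.5, 217 genes were higher and 213 were lower. After median ratio scaling these counts were 128 and 312. With a pseudocount of 0.1 and no filter on low values these counts were 991 and 698. The fold changes behind these counts include the pseudocount, while the authors' fold change is the ratio of mean FPKM. Every GDM library lay above or below every CTR library in 4631 genes, or 34.7% of those tested, against 0.794% by chance.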

At the same time, a total of 993 upregulated and 653 downregulated genes were identified via RNA-seq (Fig. 2E). 

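Most tested genes of the respiratory chain, the TCA cycle and fatty acid oxidation fell in GDM foetal muscle. As groups they passed the camera test of limma with a preset correlation of 0.01 but not with an estimated correlation. In camera with an estimated correlation the adjusted p was 0.13 for both respiratory chain groups and the TCA cycle, and 0.12 for fatty acid oxidation. In limma's fry, which does not compare a group with other genes, all of them passed. The adjusted p in fry was 1.3e-04 for both respiratory chain groups, 1.0e-04 for the TCA cycle and 2.9e-06 for fatty acid oxidation. Of 77 nuclear-encoded subunits of the respiratory chain and ATP synthase, 73 fell, 0 rose and 4 did not pass the test (73 lower when adjusted over the list alone), with a median log2 fold change of -0.53. Ndufv1 and Ndufa9, subunits of complex I, had log2 fold changes of -0.84 and -0.77, and Uqcrc2, a core subunit of complex III, of -0.71. All 13 mitochondrially encoded subunits fell (13 when adjusted over the list alone), with a median of -0.80, although 7 of them passed after quantile normalization, an alternative chosen after seeing the data. Of 18 TCA cycle enzymes, 16 fell and 2 did not pass (16 lower and 1 higher when adjusted over the list alone, and 1 higher without GDM replicate 1, GDM replicate 3 or CTR replicate 1). Cs, which encodes citrate synthase, was at 68.0 ± 6.46 FPKM in GDM and 112 ± 8.03 FPKM in CTR samples (SD, n = 5 each). Of 25 genes that muscle fibres use at every stage, 19 fell and 0 rose, with a median of -0.44. Their log2 fold changes ran from -1.34 to 0.23, and the 95% interval of the median, from resampling genes, was -0.66 to -0.32. The fall of the nuclear-encoded respiratory chain therefore cannot be told apart from a fall of such fibre genes. Not all fibre genes fell, since 6 of 8 embryonic and neonatal isoforms rose and 2 fell.

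Lipid-burning genes had larger median changes, although the difference between groups of genes was not tested. Of 22 tested genes of fatty acid oxidation, 21 fell and 1 did not pass (21 lower when adjusted over the list alone), with a median of -1.10. Mlycd, which removes the malonyl-CoA that blocks fatty acid entry into mitochondria, fell from 33.4 ± 3.63 to 8.26 ± 0.82 FPKM (SD, n = 5 each; log2 fold change -1.89, standard error 0.09, adjusted p = 1.3e-06, limma). Cpt1a, which carries out that entry, had a log2 fold change of -1.51. Of 19 genes listed for fatty acid uptake, storage and PPAR targets, 17 fell and 2 rose (17 and 2 when adjusted over the list alone), with a median of -1.71. The 2 that rose, Slc27a4 and Klf15, did not pass after median ratio scaling. This list was written with the paper's Data Sets and figures already seen, so its count is not independent evidence. Ucp3, a mitochondrial carrier of muscle, had a log2 fold change of -2.86, and Plin5, a lipid droplet protein, of -2.62. Of 43 genes of the mitochondrial ribosome, 7 fell, 2 rose and 34 did not pass (3 lower and 2 higher when adjusted over the list alone; camera adjusted p = 6.2e-04, direction down, and adjusted p = 0.27 with an estimated correlation). After median ratio scaling 20 of them were lower and 0 higher.

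Of the 25 genes drawn in Fig. 2F, 22 passed the filter on low values. Of these, 18 fell, Myc and Timm22 rose with log2 fold changes of 0.91 and 1.01, and Ppargc1a and Scd1 did not pass. Scd1, a fatty acid desaturase, had a log2 fold change of -1.57 (adjusted p = 0.070, limma), with 130.3 FPKM in CTR replicate 2 and 7.99 to 13.6 FPKM in the other CTR samples, although every GDM sample was below every CTR sample (two-sided exact permutation test, p = 0.0079). Without that sample its log2 fold change was -0.86 (adjusted p = 0.0034, limma, in a range of 0.0034 to 0.13 over all alternatives). C3 had an adjusted p of 0.024 in limma, with 0.0502 without GDM replicate 5 and 0.0501 with no filter on low values, in a range of 0.0051 to 0.0502 over its 17 alternatives, of which 15 passed. Ucp1, Bdh1 and Nefh lay below the filter.

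Other groups moved with these. Of 22 contractile and metabolic isoforms of adult muscle, 21 fell and 1 did not pass (21 lower when adjusted over the list alone), with a median of -0.84, and all 14 tested markers of fat cells fell (14 when adjusted over the list alone), with a median of -2.62, or -2.34 without CTR replicate 2. With the preset correlation camera gave adjusted p between 4.8e-38 and 3.1e-13 for the groups of the respiratory chain, TCA cycle, fatty acid oxidation and PPAR targets. With an estimated correlation the adjusted p was 0.12 for PPAR targets, 0.13 for adult isoforms and 0.14 for fat cell markers. The lists of PPAR targets and fat cell markers were written with the paper's Data Sets and figures already seen.

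**Figure D2:**
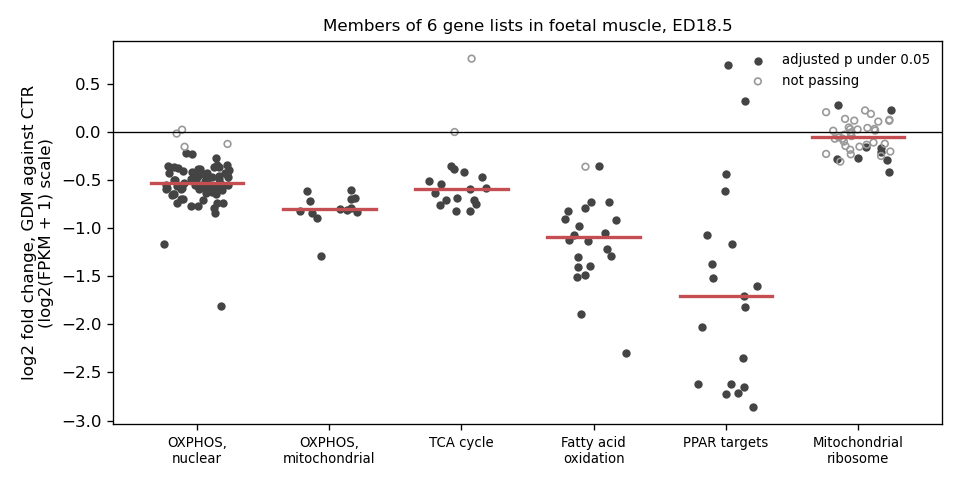
Log2 fold change of GDM against CTR foetal muscle (log2(FPKM + 1) scale) for each tested member of 6 gene groups. Filled points passed an adjusted p of 0.05 in limma, open points did not, and red lines are group medians, which run from -0.06 for the mitochondrial ribosome to -1.71 for PPAR targets.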

The transcription of specific genes related to metabolic processes and mitochondria according to RNA-seq was mostly inhibited (Fig. 2F). 

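The genes that the study found higher at both levels included enzymes of collagen and of sugar metabolism. P4ha1, a prolyl hydroxylase needed for collagen folding, rose from 10.1 ± 0.96 to 36.5 ± 2.28 FPKM in GDM foetal muscle (SD, n = 5 each; log2 fold change 1.76, standard error 0.07, adjusted p = 1.2e-06, limma). Pfkl, the liver type of phosphofructokinase in glycolysis, had a log2 fold change of 1.75, Ak4, a mitochondrial adenylate kinase, of 1.32, and Gxylt2, a glycosyltransferase, of 0.89. Of the 57 genes listed in Data Set 3, 48 passed the filter on low values. Of these, 46 rose, 0 fell and 2 did not pass (48 higher when adjusted over the list alone), with a median log2 fold change of 1.11. The study chose these genes on the same samples, so the count is not independent evidence of their direction.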

We then coanalyzed the DEGs and DEPs, and the Venn diagram showed 57 upregulated genes at both the RNA and protein levels (Fig. 2G). 

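Genes of cell division were in excess among all genes that rose in GDM foetal muscle. Of 391 tested genes annotated to the cell cycle, 223 rose, a 1.53-fold excess over the share among all 11502 tested genes with an annotation (one-sided Fisher's exact test, adjusted p = 5.5e-13). Top2a, a topoisomerase of dividing cells, had a log2 fold change of 1.03, and Ccna2, a cyclin, of 0.86. Among genes higher at the paper's thresholds, those of the extracellular region led, with 32 of 510 (adjusted p = 1.2e-08, same test), and cartilage development had 6 of 24 (adjusted p = 4.5e-04). Col2a1, the collagen of cartilage, rose from 3.14 ± 1.49 to 11.7 ± 2.84 FPKM (SD, n = 5 each), and 9 of 10 tested chondrocyte markers rose while 1 did not pass (9 higher when adjusted over the list alone). The adjusted p of these markers was 0.0012 in limma's camera and 0.35 with an estimated correlation. Their list was written with the paper's Data Sets and figures already seen.

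Positive regulation of gene expression had 22 of its 68 genes among those that rose (adjusted p = 1, same test). Positive regulation of transcription by RNA polymerase II had 176 of 421 (adjusted p = 0.29). Of the 57 genes of Data Set 3, the annotation places 1 under positive regulation of gene expression and 4 under positive regulation of transcription by RNA polymerase II. No enrichment was tested within those 57 genes, since the proteins that could have entered the overlap are not used here.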

The Gene Ontology (GO) term showed that these genes were enriched mainly in the positive regulation of gene expression and transcription (Fig. 2H, I). Sixty-four downregulated genes overlapped at the RNA and protein levels (Data Set 3). 

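Enzymes of fatty acid oxidation and lipid handling stood among the genes that the study found lower at both levels. Hsdl2, a peroxisomal protein of lipid metabolism, fell from 28.4 ± 4.29 to 8.40 ± 0.96 FPKM in GDM foetal muscle (SD, n = 5 each; log2 fold change -1.64, standard error 0.11, adjusted p = 8.3e-06, limma). Slc25a20, which carries acylcarnitines into mitochondria, had a log2 fold change of -1.41, Acadvl, the first enzyme of long-chain oxidation, of -1.29, and Fabp3, the fatty acid binding protein of muscle, of -2.62. Of the 64 genes of Data Set 3, 63 passed the filter on low values. Of these, 62 fell, 0 rose and 1 did not pass (63 lower when adjusted over the list alone), with a median log2 fold change of -1.39. These genes were chosen by the study on the same samples, so this is not independent evidence of their direction.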

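Genes annotated to the mitochondrion were in excess among all genes that fell in GDM foetal muscle, with the smallest p of all GO terms. Of 1253 tested genes with this annotation, 344 fell, a 2.52-fold excess (one-sided Fisher's exact test, adjusted p = 7.3e-66, rank 1 of 1793 terms by p). Smaller terms had a larger excess, such as the respirasome, where 57 of 60 genes fell, an 8.73-fold excess. Of 109 genes of fatty acid metabolic process 41 fell, a 3.46-fold excess (adjusted p = 1.8e-11, rank 19), and of 290 genes of lipid metabolic process 70 fell (adjusted p = 4.4e-09, rank 27). Acsl1, which activates long-chain fatty acids, had a log2 fold change of -2.30, and Decr1, an enzyme of unsaturated fatty acid oxidation, of -1.49. At the paper's thresholds the order was different: lipid metabolic process came first, with 26 of the 183 annotated genes that were lower, fatty acid metabolic process second, with 17, and the mitochondrion at rank 8, with 41.

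Of the 64 genes of Data Set 3, 21 carry the annotation mitochondrion, 14 lipid metabolic process and 12 fatty acid metabolic process. The annotation is the one in the authors' table.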

GO analysis revealed these genes related to mitochondrion and lipid or fatty acid metabolism (Fig. 2J). 

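Angptl4, a target of PPAR that limits lipid uptake, fell from 17.2 ± 4.18 to 1.77 ± 0.59 FPKM in GDM foetal muscle (SD, n = 5 each; log2 fold change -2.71, standard error 0.19, adjusted p = 1.3e-05, limma). Pdk4, which shifts muscle from glucose to fat, had a log2 fold change of -2.35 and Fabp4, a fatty acid binding protein of fat cells, of -1.87. Among genes lower at the paper's thresholds, the PPAR signalling pathway ranked 1 of 289 KEGG pathways, with 20 of its 54 tested genes, a 15.9-fold excess (one-sided Fisher's exact test, adjusted p = 1.8e-17). Over all genes that fell at an adjusted p under 0.05, oxidative phosphorylation ranked 1, with 90 of 120 genes (adjusted p = 1.7e-55), thermogenesis ranked 3, with 104 of 206, and PPAR signalling ranked 10, with 25 of 54 (adjusted p = 2.3e-08). Of the 64 genes of Data Set 3, 12 belong to the PPAR signalling pathway. Markers of fat cells, which also use PPAR, were lower in the GDM samples. Fabp4 was at 211 ± 151 FPKM in CTR and 49.3 ± 4.35 FPKM in GDM samples (SD, n = 5 each).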

KEGG analysis also revealed that PPAR signalling was the top signalling pathway affected (Fig. 2K). Next, we performed IPA and demonstrated that *Ppargc1α* might be an upstream regulator of DEGs (Fig. 2L). 

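Among regulators of mitochondrial biogenesis, Esrra fell and Pprc1 rose in GDM foetal muscle, while Ppargc1a did not pass the test. Ppargc1a, the coactivator PGC1A, was at 1.78 ± 0.39 FPKM in GDM and 1.97 ± 0.61 FPKM in CTR samples (SD, n = 5 each). This is a log2 fold change of -0.08 (standard error 0.15, 95% interval -0.41 to 0.26, adjusted p = 0.71, limma). Its GDM and CTR samples overlap (two-sided exact permutation test, p = 0.611). Ppargc1b, its relative, had a log2 fold change of -0.09 (standard error 0.13, adjusted p = 0.61, limma). Esrra, a nuclear receptor that PGC1A coactivates on genes of oxidative metabolism, fell from 12.1 ± 1.6 to 5.88 ± 1.15 FPKM (SD, n = 5 each; log2 fold change -0.94, standard error 0.12, adjusted p = 1.9e-04, limma).

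Of 19 tested regulators, 5 rose, 2 fell and 12 did not pass (5 and 2 when adjusted over the list alone). Those that rose were Pprc1, a PGC1-related coactivator with a log2 fold change of 1.02, Ppara, Polg, Sirt1 and Nrf1, and those that fell were Esrra and Tfb2m, a mitochondrial transcription factor with -0.36. After median ratio scaling 3 were higher and 3 lower. The adjusted p of the group was 0.74 in camera and 0.90 with an estimated correlation. Ppargc1a lies on chromosome 5 of GRCm38 from 51454250 to 51567726. Its log2 fold change ran from -0.20 to -0.003 and its adjusted p from 0.34 to 0.99 over 18 alternatives. In simulated data with 200 of 13363 genes changed, 74.6% of genes with a 2-fold change and 50.7% of those with a 1.5-fold change were called. These rates cover all FPKM levels, and far fewer genes were changed than the real fit called. They do not give the chance of a call for Ppargc1a at its low FPKM.

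From IPA, the paper proposes Ppargc1a as an upstream regulator of its DEGs. It also reports lower Ppargc1a mRNA by RT-qPCR, lower PGC1A protein, and knockdown and overexpression of Ppargc1a in C2C12 cells.

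**Figure D3:**
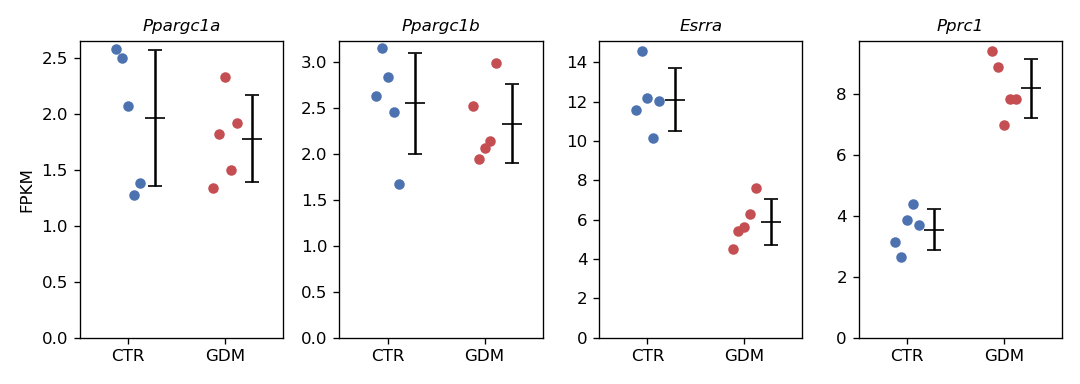
FPKM of Ppargc1a, Ppargc1b, Esrra and Pprc1 in foetal muscle of the CTR and GDM groups. Points are the 5 samples of each group and bars show the mean and SD. Means of Ppargc1a were 1.97 (CTR) and 1.78 (GDM), and those of Esrra 12.1 and 5.88.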

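In the RNA-seq of foetal muscle at ED18.5, all 7 of Sdhc, Atp5b, Mdh2, Sdha, Acacb, Cpt1b and Cd36 fell in the GDM group. Sdha and Sdhc, subunits of succinate dehydrogenase, had log2 fold changes of -0.59 and -0.47, Atp5b, the catalytic subunit of ATP synthase, of -0.62, and Mdh2, mitochondrial malate dehydrogenase, of -0.54. Changes were larger in lipid genes. Acacb, which makes malonyl-CoA at mitochondria, fell from 11.4 ± 1.19 to 3.81 ± 0.87 FPKM (SD, n = 5 each; log2 fold change -1.38, standard error 0.13, adjusted p = 3.0e-05, limma). Cpt1b, the muscle form of carnitine palmitoyltransferase 1, fell from 71.0 ± 2.36 to 28.7 ± 5.70 FPKM (SD, n = 5 each; log2 fold change -1.3, standard error 0.11, adjusted p = 2.3e-05, limma). Cd36, the fatty acid transporter, fell from 110 ± 29.5 to 36.8 ± 2.66 FPKM (SD, n = 5 each; log2 fold change -1.52, standard error 0.14, adjusted p = 3.8e-05, limma).

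In each of the 7 genes every GDM sample was below every CTR sample (two-sided exact permutation test, p = 0.0079 each, the smallest that 5 against 5 samples allow). Cd36 was at 161.7 FPKM in CTR replicate 2 and at 87.4 to 103 FPKM in the other CTR samples.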

RT-qPCR confirmed that *Sdhc, Atp5b, Mdh2, Sdha, Acacb, Cpt1b,* and *Cd36* were indeed downregulated in the muscles at both 8 weeks (Fig. 1I) and at ED18.5 (Fig. 2M), which was consistent with the sequencing results. We tested genes related to mitochondrial dynamics and copies in foetal muscle, but the results showed no difference (Supplementary Fig. 1K, L). RT-qPCR revealed that the expression of *Myf5* and *Pax3*, which are markers of myoblasts, were upregulated by intrauterine hyperglycaemia (Supplementary Fig. 1M). We also confirmed that the mRNA level of *Ppargc1α* was continuously downregulated at ED18.5, 6 weeks, and 8 weeks (Fig. 2N). Disrupted mitochondrial structure was also observed in the muscles of GDM female foetuses (Supplementary Fig. 2H). However, the transcription of genes related to mitochondrial biogenesis and oxidative metabolism was not significantly altered (Supplementary Fig. 2I). The statistical analysis revealed that mitochondrial dysfunction in GDM adult SKM resulted from abnormal mitochondrial biogenesis in its foetus.

**Fig. 2:**
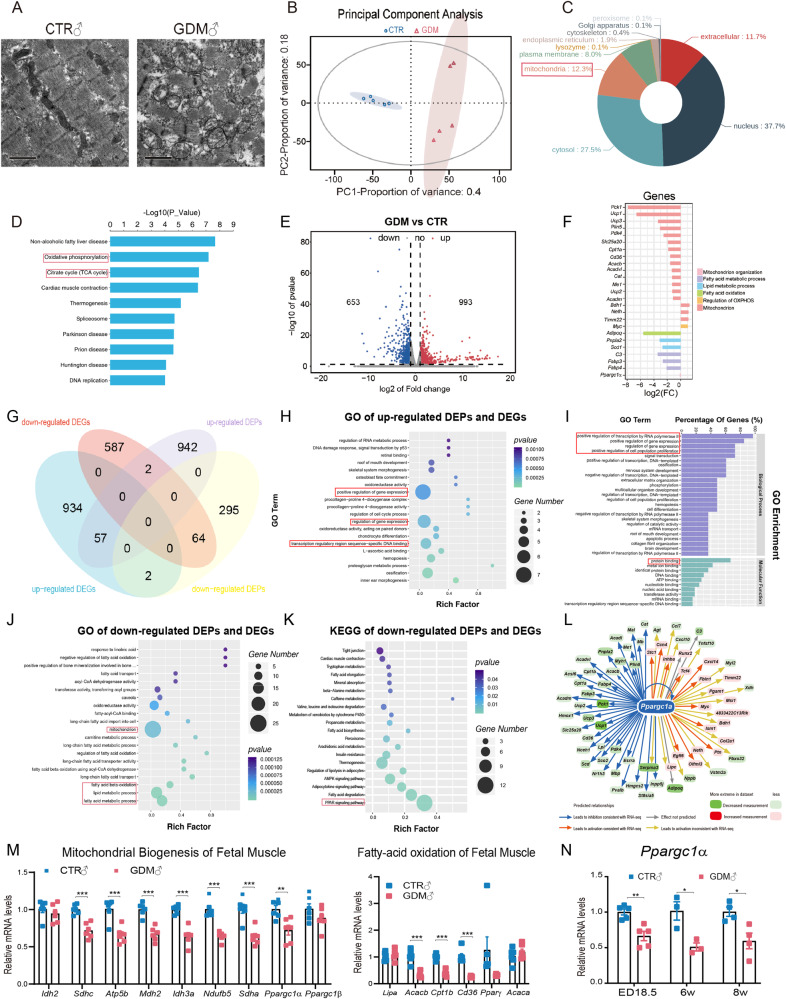
RNA-seq and proteomics analysis of foetal skeletal muscle and verification. **A** TEM showed myofiber and mitochondrial malformation in foetal GDM lower limb skeletal muscle; **B** Principal component analysis of proteomics verified that protein sample between groups were sufficiently heterogeneous; **C** DEPs were mainly distributed in nucleus, cytosol and mitochondria; **D** KEGG analysis of DEPs showed OXPHOS and TCA cycle were highly enriched; **E** Volcano plot of DEGs showed 993 upregulated and 653 downregulated genes were identified as significance; **F** Histogram of gene transcription levels related to mitochondria and metabolic processes according to RNA-seq; **G** Venn diagram of coanalysis of DEGs in RNA-seq and DEPs in proteomics; **H**, **I** GO analysis showed both upregulated DEPs and DEGs were mainly enriched in positive gene expression and transcription; **J** GO analysis showed both downregulated DEPs and DEGs were mainly enriched in mitochondrion and fatty-acid or lipid metabolic process; **K** KEGG analysis of both downregulated DEPs and DEGs were mainly focused on PPAR signalling and thermogenesis; **L** IPA software predicted that *Ppargc1α* inhibition was the key regulator of mitochondrial and oxidative disorder; **M** RT-qPCR showed representative mRNA levels related to mitochondrial biogenesis and fatty acid oxidation in foetal muscles were largely inhibited in GDM male offspring (*n* = 5, multiple *t* tests); **N** RT-qPCR showed mRNA levels of *Ppargc1α* decreased at ED18.5 (*n* = 5), 6 weeks (*n* = 3) and 8 weeks (*n* = 4) in GDM male offspring by multiple *t* tests; Data are expressed as the mean ± SEM. Significance of the differences: *p < 0.05, **p < 0.01, ***p < 0.001.

### *Ppargc1α* knockdown led to impaired mitochondrial oxidative metabolism

We extracted undifferentiated myoblasts from the foetus. Both male (Fig. 3A) and female (Supplementary Fig. 2J) myoblasts presented a decrease in oxygen consumption, especially in mitochondria (Fig. 3B). The expression of mitochondrial oxidative metabolism-related genes in GDM primary myoblasts was also downregulated (Fig. 3C). We then incubated C2C12 myoblasts in high-glucose medium for different durations. The RT-qPCR results showed that the longer cells were cultured in high glucose, the greater mitochondrial oxidation was inhibited (Fig. 3D). As IPA software predicted *Ppargc1α* as a regulator of down-regulated mitochondrial genes, we performed *Ppargc1α* silencing in C2C12 cells and found it restrained mitochondrial biogenesis and oxidative metabolism (Fig. 3E). However, overexpression of *Ppargc1α* promoted the transcription of these genes (Fig. 3F). TEM images revealed a decrease in mitochondria and inner mitochondrial structural disorders after *Ppargc1α* knockdown, while more mitochondria and cristae were clearly observed when *Ppargc1α* was overexpressed (Fig. 3G). We also assessed whether mitochondrial dynamics changed according to changes in *Ppargc1α* levels: overexpressing or knocking out *Ppargc1α* did not influence mitochondrial fusion and fission directly (Supplementary Fig. 1O, P), which was the same as what was observed in foetal muscle (Supplementary Fig. 1K). These results indicated that intrauterine hyperglycaemia during late gestation downregulated *Ppargc1α,* causing mitochondrial malformation and dysfunction in foetal muscle.

**Fig. 3:**
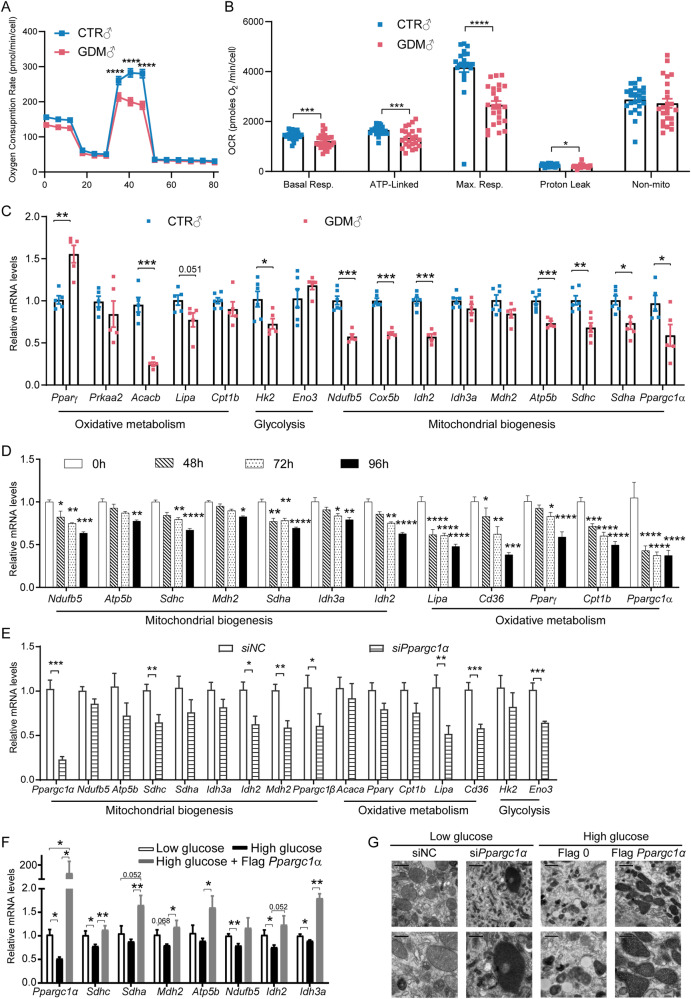
In vivo and in vitro experiments in myoblasts demonstrated that high glucose concentrations impaired mitochondrial transcription and function by inhibiting *Ppargc1α* transcription. **A** Oxygen consumption rate (OCR) was decreased in GDM male myoblast (*n* = 8, 2-way ANOVA); **B** Analysis of the OCR produced during basal respiration, ATP-linked process, maximal respiration, proton leakage and nonmitochondrial oxidation showed only OCR in mitochondria was decreased in GDM male myoblast (*n* = 24, multiple *t* tests); **C** Representative mRNA levels of genes related to mitochondrial biogenesis and metabolism were also inhibited in GDM foetal isolated primary myoblasts determined by RT-qPCR (*n* = 5, multiple *t* tests); **D** Representative mRNA levels of genes mentioned above were time-dependently down-regulated on C2C12 incubation in high glucose (*n* = 3, multiple *t* tests); **E** Representative mRNA levels of genes mentioned above were lower in C2C12 after *Ppargc1α* silencing (*n* = 6, multiple *t* tests); **F** Representative mRNA levels of genes mentioned above were higher in C2C12 after *Ppargc1α* overexpression (*n* = 5, multiple *t* tests); **G** TEM showed *Ppargc1α* positively regulated the formation of mitochondria in C2C12 myoblasts. The data are expressed as the mean ± SEM. Significance of the differences: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Inhibiting the transcription of *Ppargc1α* by decreasing CREB phosphorylation resulted in mitochondrial dysfunction in the muscle of GDM male foetuses

High glucose levels are thought to regulate gene expression via epigenetic modifications. According to the RNA sequencing results, the transcription of DNA methylases, such as *Dnmt1* and *Dnmt3b*, was evenly upregulated in GDM mice. However, the expression of the DNA demethylase *Tet1* was also induced in GDM groups. In addition, the transcription of the histone deacetylases *Hdac1*, *Hdac2,* and *Hdac6* was also induced (Supplementary Fig. 1N). Therefore, DNA methylation and histone modification of *Ppargc1α* might occur. 

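Dnmt1 and its partner rose in GDM foetal muscle, while Dnmt3b did not pass the test. Dnmt1, the methylase that copies DNA methylation at replication, rose from 8.02 ± 0.92 to 12.8 ± 1.02 FPKM (SD, n = 5 each; log2 fold change 0.61, standard error 0.08, adjusted p = 2.3e-04, limma). Uhrf1, which brings Dnmt1 to replicating DNA, had a log2 fold change of 1.07. Dnmt3b, a methylase that sets methylation anew, was at 1.20 ± 0.14 FPKM in GDM and 0.92 ± 0.14 FPKM in CTR samples (SD, n = 5 each; log2 fold change 0.20, standard error 0.08, adjusted p = 0.058, limma). Dnmt3a, the other such methylase, had a log2 fold change of -0.12 and did not pass. Of 6 tested genes of DNA methylation and demethylation, 2 rose, 1 fell and 3 did not pass (3 higher and 1 lower when adjusted over the list alone), and the adjusted p of the group was 0.998 in limma's camera, with either correlation.

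Dnmt3b passed in 2 of 17 alternatives, without GDM replicate 5 (adjusted p = 0.049, limma) and without CTR replicate 5 (adjusted p = 0.036), in a range of 0.036 to 0.42. All 22 tested genes of a cell cycle list rose as well (22 when adjusted over the list alone), with adjusted p = 2.1e-07 in camera and adjusted p = 0.31 with an estimated correlation.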

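Tet1, which oxidises methylated cytosine, was at 0.89 ± 0.13 FPKM in GDM and 0.52 ± 0.20 FPKM in CTR foetal muscle (SD, n = 5 each). It lay below the filter on low values. In the fit without this filter it had a log2 fold change of 0.32 (standard error 0.10, adjusted p = 0.046, limma; two-sided exact permutation test on log2(FPKM + 1), p = 0.016). Tet2, another enzyme of this family, fell, with a log2 fold change of -0.43 (standard error 0.07, adjusted p = 7.1e-04, limma), and Tet3 did not pass, with -0.16. The call of Tet1 was kept in 4 of 16 alternatives, with adjusted p between 0.039 and 0.14, and was lost after median ratio scaling (log2 fold change 0.25, adjusted p = 0.14, limma) and on leaving out any of 7 of the 10 samples.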

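Hdac1, Hdac2 and Hdac6 were each higher in GDM foetal muscle. Hdac1 rose from 9.42 ± 1.24 to 13.4 ± 1.56 FPKM (SD, n = 5 each; log2 fold change 0.47, standard error 0.10, adjusted p = 0.0026, limma). Hdac2 rose from 20.6 ± 1.39 to 25.9 ± 1.70 FPKM (SD, n = 5 each; log2 fold change 0.32, standard error 0.06, adjusted p = 0.0022, limma). Hdac6, a mainly cytoplasmic deacetylase, had a log2 fold change of 0.29 (standard error 0.11, adjusted p = 0.044, limma). Of 10 tested histone deacetylases, 5 rose, 0 fell and 5 did not pass (5 higher when adjusted over the list alone). The others that rose were Hdac11, with a log2 fold change of 0.72, and Hdac10, with 0.26, although after median ratio scaling, an alternative chosen after seeing the data, Hdac10 did not pass and 2 of the 10 were higher. The adjusted p of the group was 0.28 in limma's camera and 0.63 with an estimated correlation.

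Relative to the shift of all genes, Hdac1 and Hdac11 stayed higher after median ratio scaling, while Hdac2 had a log2 fold change of 0.14 (adjusted p = 0.089, limma, in a range of 0.0021 to 0.091 over 18 alternatives). Hdac6 had 0.15 (adjusted p = 0.27, limma, in a range of 0.029 to 0.27) and kept its call in 5 of 18 alternatives.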

We firstly performed H3K27ac ChIP sequence to assessed the abundance of H3K27ac in both groups (Fig. 4A), we found binding peak of H3K27ac was enriched in transcriptional starting sites (TSS) in GDM male foetus. Specifically, we took a look at the zoom detail of H3K27ac binding around *Ppargc1α* gene and found no significant difference (Fig. 4B). The binding of H3K4me3 in the promoter and enhancer regions of *Ppargc1α* between two groups also did not reveal difference (Fig. 4D). In addition, no difference in DNA methylation was found in the *Ppargc1α* differentially methylated region (DMR) (Fig. 4E). However, we found that the phosphorylation level of CREB was decreased in the SKM of GDM mice (Fig. 4F). Chromatin immunoprecipitation revealed fewer activated pCREB molecules in the binding sites of *Ppargc1α*, *Pck1* and *G6pc* (Fig. 4G), leading to decreased transcription of *G6pc* and *Pck1* in the RNA-seq profile (Fig. 4H). 

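Pck1 fell sharply in GDM foetal muscle, while G6pc was near the limit of detection in both groups. Pck1, the cytosolic enzyme that starts gluconeogenesis and glycerol synthesis, was at 0.10 ± 0.05 FPKM in GDM and 22.7 ± 13.2 FPKM in CTR samples (SD, n = 5 each). This is a log2 fold change of -4.29 (standard error 0.27, adjusted p = 7.7e-06, limma), or of -6.76 with a pseudocount of 0.1. Every GDM sample was below every CTR sample (two-sided exact permutation test, p = 0.0079). It was highest in CTR replicate 2, at 45.7 FPKM, with 12.7 to 20.9 FPKM in the other CTR samples, and Adipoq and other fat cell markers fell with it. G6pc, the glucose-6-phosphatase of liver and kidney, was listed at the floor in 9 of 10 libraries. CTR replicate 3 had 0.0278 FPKM, worth about 0.99 fragment on its transcript of 2414 bp, so a difference in G6pc was not detectable at this depth.

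Of 9 tested genes with CRE elements that cAMP induces, 5 rose, 1 fell and 3 did not pass (5 and 1 when adjusted over the list alone). Fos, an immediate early gene, rose with a log2 fold change of 1.3, Per1, a clock gene, with 0.98, and Sik1, a kinase that limits CREB signalling, with 0.57. Nr4a1 and Crem rose with 0.51 and 0.30 and did not pass after median ratio scaling. The adjusted p of the group was 0.60 in limma's camera and 0.89 with an estimated correlation. Pck1 lies on chromosome 2 of GRCm38 from 173153048 to 173159273, and G6pc on chromosome 11 from 101367561 to 101377903.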

Further treatment with H89, the inhibitor of CREB signalling, dramatically decreased mitochondrial gene expression (Fig. 4I) and protein (Fig. 4J). Conversely, treatment with forskolin to activate CREB signalling significantly promoted the transcription of mitochondrial genes as well as *Ppargc1α* (Fig. 4K). In conclusion, we suggested that decreased phosphorylation of CREB in high glucose conditions decreases CREB binding to CRE elements in *Ppargc1α* genes, thus inhibiting its transcription and led to mitochondrial dysfunction in SKM of GDM male foetus.

**Fig. 4:**
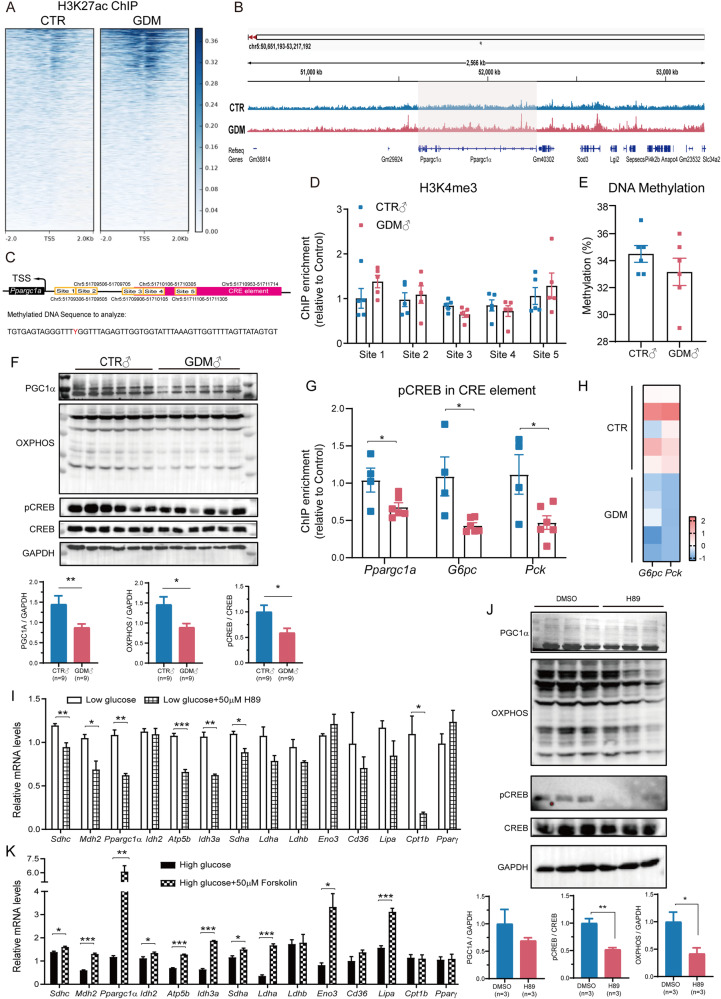
Intrauterine hyperglycaemia inhibited the expression of *Ppargc1α* in foetal skeletal muscle through CREB/PGC1A signalling. **A** ChIP sequence heatmap of genome-wide binding of H3K27ac showed that H3K27ac were highly enriched in GDM male foetal muscle around transcription starting sites. The rows showed the normalised unique tag counts for one H3K27ac binding event (ChIP peak) of the union, ordered by signalling strength; **B** H3K27ac occupancy at the *Ppargc1a* locus showed no significant difference between two groups determined by ChIP-seq analysis in foetal mouse skeletal muscle; **C** Schematic representation of selected loci for epigenetic experiments; **D** H3K4me3 ChIP-qPCR in foetal male skeletal muscle did not reveal difference in the promoter and enhancer regions of *Ppargc1α* between two groups (*n* = 5, multiple *t* tests); **E** DNA methylation of *Ppargc1α* at one CpG site showed no difference between groups (*n* = 6, two-tailed *t* test); **F** Representative western blotting images and analysis showed PGC1A, OXPHOS and pCREB were consistently down-regulated in GDM foetal muscle (*n* = 9, two-tailed *t* test); **G** ChIP-qPCR showed pCREB was fewer bound at the CRE element of *Ppargc1α*, *Pck* and *G6pc* in GDM foetal male skeletal muscle (n_CTR_= 4, n_GDM_ = 6, multiple *t* tests); **H** Heatmap of transcription level of *Pck* and *G6pc* showed they were both down-regulated in GDM foetal muscle according to RNA-seq (*n* = 5); **I** Representative mRNA levels of genes mentioned above in C2C12 were inhibited to some extent after CREB signalling inhibition (*n* = 4, multiple *t* tests); **J** Representative protein levels of CREB/PGC1A/OXPHOS signalling also demonstrated to be lower in C2C12 after CREB signalling inhibition (*n* = 3, two-tailed *t* tests); **K** Genes mentioned above were stimulated to transcript in C2C12 after CREB signalling stimulation (*n* = 3, multiple *t* tests). The data are expressed as the mean ± SEM. Significance of the differences: *p < 0.05, **p < 0.01, ***p < 0.001.

### The F2 generation of GDM mice exhibited systematic metabolic disorders, muscle loss and mitochondrial abnormalities in the soleus

We were curious about whether these effects could be inherited by generations. Interbreeding between 12-week-old F1 male and female mice from CTR and GDM groups was performed to obtain the second generation (F2), which could be divided into four groups: CTR♂×CTR♀ (CC), GDM♂×CTR♀ (GC), CTR♂×GDM♀ (CG) and GDM♂×GDM♀ (GG). We monitored body weight from 5 weeks to 15 weeks. Among the male mice, those in the GC and GG groups were heavier than others from ten weeks on (Fig. 5A), while among the females, those in the GC and CG groups were heavier than CC group (Supplementary Fig. 3A). We further performed GTTs and ITTs for both sexes at 16 weeks. Compared to those in the CC, evident impaired glucose tolerance was observed in the GC and GG male mice according to AUC-GTT. Interestingly, GC male mice also showed significant glucose intolerance compared to CG groups (Fig. 5B). Line chart revealed that GC and CG displayed insulin resistance to some extent compared to CC groups, but AUC demonstrated only GC male showed impaired systematic insulin resistance compared to CC and GG groups (Fig. 5C). Among F2 female, GC and CG showed higher glucose not only in GTT at the time point of 90 min but also in ITT at the time point of 120 min, but no notable significance was found in AUC of either GTT or ITT (Supplementary Fig. 3B, C). Body composition analyses revealed that GC males developed less muscle, more fat was detected in GC and CG males (Fig. 5D). However, the difference in grip strength between F2 males was not significant (Fig. 5E). The ratios of the four selected skeletal muscle weight ratios were all obviously lower in GC males. GAS and soleus of CG males were also significantly lighter than CC group (Fig. 5F). Moreover, GC and CG females also developed less muscle and more adiposity composition than CC female (Supplementary Fig. 3D). But, the ratio of QUA, GAS and soleus were only found to be less in GC group than CC groups (Supplementary Fig. 3E). Afterwards, we observed mitochondrial morphology in the soleus. TEM images suggested that the soleus of males (Fig. 5G) and females (Supplementary Fig. 3F) in the GC and CG groups exhibited severe mitochondrial abnormalities. We measured the mRNA level of *Ppargc1α* and detected a decrease in GDM-related F2 male offspring (Fig. 5H), but no significant change was found in F2 female offspring (Supplementary Fig. 3G).

**Fig. 5:**
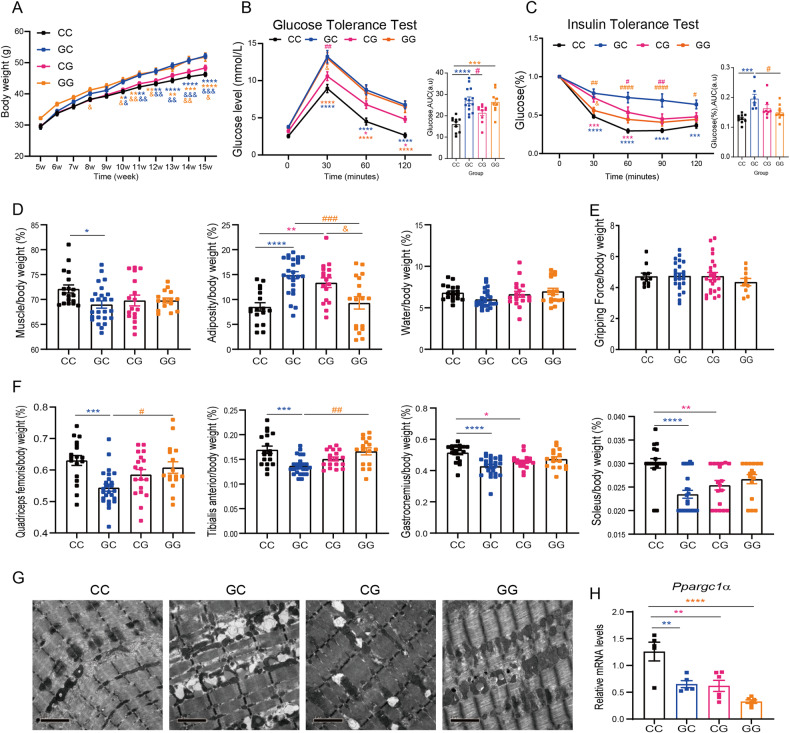
Intrauterine hyperglycaemia during late gestation caused metabolic disorders, sarcopenia, and mitochondrial abnormalities in the skeletal muscle of 16-week-old F2 males. **A** Growth curves of F2 male offspring showed GC and GG male were much heavier than others from 10 weeks old on (n_CC_= 21, n_GC_ = 41, n_CG_ = 34, n_GG_ = 20, 2-way ANOVA); **B** Evident impaired GTT was observed in the GC and GG male mice compared to CC, CG had higher glucose level at 60 and 120 min compared to CC (n_CC_= 10, n_GC_ = 14, n_CG_ = 10, n_GG_ = 9, 2-way ANOVA). AUC, area under the curve (ordinary one-way ANOVA); a.u., arbitrary units; **C** ITT line chart showed GC was mostly insulin resistant compared to other groups, CG had higher glucose level at 30 and 60 min compared to CC. AUC demonstrated GC male showed impaired ITT compared to CC and GG (n_CC_= 10, n_GC_ = 8, n_CG_ = 8, n_GG_ = 10, 2-way ANOVA, AUC, ordinary one-way ANOVA); **D** Less muscle was detected in GC, more fat was detected in GC and CG males in body composition analysis (n_CC_= 18, n_GC_ = 25, n_CG_ = 17, n_GG_ = 15, ordinary one-way ANOVA); **E** No difference was detected in gripping force among F2 generation (n_CC_= 11, n_GC_ = 24, n_CG_ = 24, n_GG_ = 10, ordinary one-way ANOVA); **F** Compared to CC male, four muscle weights in GC as well as GAS and soleus of CG males were significantly lighter (n_CC_= 18, n_GC_ = 25, n_CG_ = 18, n_GG_ = 17, ordinary one-way ANOVA); **G** TEM of SOL in the GC and CG groups exhibited severe mitochondrial abnormalities; **H** Quantification of mRNA levels of *Ppargc1α* in the soleus showed a decrease in F2 generation (n_CC_= 5, n_GC_ = 5, n_CG_ = 6, n_GG_ = 6, ordinary one-way ANOVA); Data are expressed as the mean ± SEM. Significance of the differences: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. CC; ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, ^####^*p* < 0.0001 vs. GC; ^&^*p* < 0.05, ^&&^*p* < 0.01 vs. CG.

## Discussion

In this study, we explored the effects of foetal exposure to short-term hyperglycaemia on muscle development and function in offspring mice. We demonstrated that gestational diabetes induced an intrauterine hyperglycaemic environment and caused glucose intolerance, sarcopenia, and exercise endurance capacity deficit in adulthood by inhibiting mitochondrial biogenesis and bioenergetics in foetal skeletal muscle. Our data suggested that high glucose suppressed the transcription of *Ppargc1α* in foetal GDM male muscle by inhibiting CREB phosphorylation and thus decreasing its binding to CRE elements of *Ppargc1α*, leading to abnormal mitochondrial structure and oxidative metabolism. In addition, we observed the intergenerational effects of gestational diabetes on F2. The F2 generation of GDM, especially GC group, exhibited obesity, glucose intolerance, and insulin resistance at 16 weeks. The muscles of GC male mice were lighter, the adiposity of GC and CG groups and the mitochondrial structure of these groups were also disrupted. Moreover, the transcription of *Ppargc1α* was still inhibited in the soleus of F2 generation of GDM male mice.

The results showed that foetal exposure to intrauterine hyperglycaemia during late gestation induced glucose intolerance and sarcopenia in GDM males (Fig. 1), which delayed and attenuated the appearance of the foetus in GDM females (Supplementary Fig. 2). Long-term exposure to intrauterine hyperglycaemia induced by STZ injection on the first day of pregnancy could generate offspring with obvious glucose intolerance [3, 5] at 8 weeks in both sexes. However, we did not find significant glucose insensitivity in 8-week-old female offspring. We attributed this discrepancy partially to the duration and time point of hyperglycaemic exposure. As reported, chronic high-fat dietary intervention before pregnancy did not contribute to an obvious metabolic disturbance in female offspring at 8 weeks as long as the mice maintained stabilised serum glucose during early pregnancy [14]. A sex-specific discrepancy was observed not only in systematic metabolism but also in skeletal muscle mass and mitochondrial structure in this study. We found that the skeletal muscle of GDM male offspring was lighter and that the levels of mitochondrial genes were generally lower at 8 weeks than those in the control group, while female offspring showed no differences. In addition, as shown by TEM, the mitochondrial structure was also destroyed in foetal female skeletal muscle (Supplementary Fig. 2H). There was also a decrease in mitochondrial oxygen consumption in myoblasts from female foetal limb muscles (Supplementary Fig. 2J). However, we did not detect significant changes in the expression of genes related to mitochondrial biogenesis or oxidative metabolism (Supplementary Fig. 2I). Normal mitochondrial structure and function are balanced by mitochondrial biogenesis, fission and fusion, mitophagy, and mtDNA copy number. We did not find significant changes in mitochondrial fusion or fission in foetal male muscle (Supplementary Fig. 1K), but we cannot exclude the possibility of altered mitochondrial fusion, fission or mitophagy in foetal female muscle. The mechanism through which intrauterine hyperglycaemia affects foetal skeletal muscle differs according to sex. Oestrogen was demonstrated to orchestrate metabolites in skeletal muscle [15]. Ovariectomized mice or mice with a deletion of oestrogen-related receptors demonstrated that oestrogen plays a protective role against muscle loss and mitochondrial organisation [16, 17] via oestrogen-related receptors α [18]. In another female mouse model, muscle-derived adipokines could maintain mitochondrial quality control by provoking mitochondrial fission and clearance [19]. In fact, in a protein restriction mouse model, sex determined the metabolic and molecular response to dietary intervention differently [20]. Integrated analysis of the transcriptome and methylome in human biopsies revealed that genes associated with muscle contraction and metabolism were strongly sex biased [21], which indicated that muscle may respond differently to the environment in males and females. In addition, gestational diabetic placenta displays sex-specific deregulation; for example, placenta in GDM mothers bearing a male foetus was more susceptible to hormone fluctuations [22].

Significant muscle loss was only found in QUA and TA of GDM males at 8 weeks (Fig. 1E), but skeletal muscle fatigability and mitochondrial dysfunction were demonstrated to be independent of muscle mass when interleukin-6 was chronically elevated [23]. Additionally, different muscle types can be influenced by different stimuli. For example, recent work has demonstrated that only glycolytic muscles, such as the extensor digitorum longus, rather than slow-twitch skeletal muscle, exhibit morphological and biochemical changes in male offspring with maternal vitamin D deficiency [24]. Poor insulin signalling reaction was once demonstrated in soleus muscle of 21-day-old weanlings exposed as foetus to hyperglycaemia [8], which means soleus can be first victim of elevated glucose exposure. In our work, we found mitochondrial malformation in SKM of GDM male was in accord with inhibited oxidative genes expression and poor-reacted insulin signalling pathway even at 8 weeks (Fig. 1F–J, Supplementary Fig. 1D–I). As mitochondria work as energy factories in cells, decreased mitochondrial content and impaired mitochondrial function can lead to insulin insensitivity via lipid deposition [25] and reactive oxygen species accumulation [26], inhibiting muscle renewal and increasing the chances of sarcopenia.

We verified that adverse mitochondrial structure and related genes were transcriptionally disrupted in foetal GDM male muscle (Fig. 2A, F, G). A high glucose concentration or diabetic environment was demonstrated to repattern mitochondrial function and energy metabolism in clinical trials [27–29] and cell culture [30–32]. According to the prediction by IPA, we confirmed that the regulator of mitochondrial biogenesis, *Ppargc1α* was restrained at the transcriptional level (Fig. 2L, N). The transcription of *Ppargc1α* can be regulated by epigenetic modulation or molecular signalling [33]. For example, the histone methyltransferase SMYD1 fuels cardiac mitochondrial metabolism by accumulating H3K4me3 at the *Ppargc1α* locus in mouse hearts [34]. Maternal succinate supplementation stimulates *Ppargc1α* expression by increasing H3K4me3 in the *Ppargc1α* promoter in foetal BAT [35]. 4-Phenylbutyric acid increased H3K27 acetylation at the *Ppargc1α* promoter and its expression [36]. Even though DNA methylation can regulate gene transcription, Barres, R et al. reported that DNA methylation of the *PPARGC1A* promoter region in human SKM showed no difference at either specific sites or average percentages although *PPARGC1A* gene expression in GDM offspring was lower than that in the background population [37]. In our work, although we found that the levels of key epigenetic enzymes (Supplementary Fig. 1N) were altered in the muscle of GDM foetuses, we did not detect significant H3K4me3 enrichment or DNA methylation around the *Ppargc1α* promoter or enhancer regions (Fig. 4D, E). ChIP sequence showed that peaks of H3K27ac seemed to enrich greatly in GDM around transcriptional starting sites among specific genes, but no significant enrichment was found around the *Ppargc1α* gene in GDM foetal muscle (Fig. 4B). Honestly, it was limited for us to pick H3K27ac and H3K4me3 for histone modification detection because other histone modifications, such as β-hydroxybutyrylation of H3K9 [38] and H4 acetylation [39], were also demonstrated to regulate the expression of *Ppargc1α*. Additionally, whether DNA methylation of *Ppargc1α* has been altered need to be explored further because we only selected specific CpG island in DMRs for detection, while in human samples, non-CpG methylation has been demonstrated to be negatively associated with the expression of PPARGC1A [28].

After further exploring the reasons for the decreased levels of *Ppargc1α* in the SKM of GDM offspring mice, we discovered that CREB phosphorylation (pCREB) was alleviated in high glucose conditions (Fig. 4F) and that the abundance of activated pCREB was reduced in the CRE elements of *Ppargc1α*, *Pck* and *G6pc* (Fig. 4G). An HDAC inhibitor (mocetinostat) activated the CREB/PGC1A signalling pathway to alleviate myocardial ischaemia/reperfusion injury [40], which was consistent with the high HDAC expression shown by our foetal RNA-seq data. Researchers have demonstrated that during fasting or in a low-glucose environment [41], activated CREB stimulates the hepatic expression of the *Pepck*, *G6pc* and *Ppargc1α* genes by binding to CRE within their promoters [42]. Feasible cAMP-CREB signalling is a key pathway involved in skeletal muscle metabolism and growth, which results from the transcriptional activation of genes that reduce muscle protein breakdown and increase mitochondrial biogenesis [43]. Our data revealed inactivated dephosphorylated CREB dissociated from the CRE element was effective at inhibiting *Ppargc1α* transcription in GDM foetal muscle (Fig. 4G, H), which may lead to the greater enrichment of H3K27ac in the GDM foetal muscle genome (Fig. 4A). Similarly, high salt concentrations increase H3K27ac on the *Sirtuin 3* promoter, thus inhibited the binding of another transcription regulator, nuclear factor erythroid 2-related Factor 2 (*Nrf2*) and resulting in sustained inhibition of *Sirtuin 3* expression [44].

Further effects of intrauterine hyperglycaemia during late gestation were observed in the F2 generation (Fig. 5). We found that GC and GG males developed obesity and glucose intolerance. Muscle mass and mitochondrial morphology both exhibited adverse changes in mainly GC and CG groups. Recently, researchers reported that acquired DNA methylation at CpG islands in embryonic stem cells or mice can be transgenerationally inherited [45]. Once exposed to a hyperglycaemic environment, primordial germ cells carry epigenetic memories to the next generation [46]. Our previous work demonstrated that maternal diabetes increased birth weight in F2 offspring with impaired glucose tolerance through the paternal line [3]. Another article by our team revealed that diabetic mothers exhibited maternal inheritance of glucose intolerance via oocyte *Tet3* insufficiency [47]. Therefore, in our F2 model, we attributed the adverse phenotype to hypermethylation in sperm compared to that in CC. With respect to the CG, we attributed this to the imbalance in DNA methylase and demethylase expression in the oocytes of GDM females.

## Conclusions

Intrauterine hyperglycaemia during late gestation suppressed mitochondrial biogenesis and oxidative metabolism in foetal skeletal muscle through CREB/PGC1A signalling, leading to sarcopenia, metabolic disorder and exercise endurance capacity deficit in male adulthood. Glucose intolerance, muscle loss and mitochondrial abnormalities were also observed in GDM-F2, especially in GC and CG groups. Decreased transcription of *Ppargc1α* in the soleus might be inherited by the F2 generation through aberrant DNA methylation of gamete.

### Supplementary information

supplementary figure 1

supplementary figure 2

supplementary figure 3

supplementary figures 1-3 and supplementary tables 1-2

Data Set 1

Data Set 2

Data Set 3

## Data Availability

We have submitted RNA sequence data to the GEO repository (NCBI GEO accession number: GSE255246) and proteomics data to the Proteomics Identification database (Private Project PXD049987). Before the official release, datasets will be available from the corresponding author upon reasonable request.

# Supplementary material for: Intrauterine hyperglycaemia during late gestation caused mitochondrial dysfunction in skeletal muscle of male offspring through CREB/PGC1A signaling
**Source:** Nutr Diabetes. 2024 Jul 23;14:56. doi: 10.1038/s41387-024-00299-x
**Supplement:** Supplementary file 4 — supplementary figures 1-3 and supplementary tables 1-2

**Supplementary Figure 1**

A: Growth curves of F1 male showed body weight was significantly lower in GDM offspring before 5 weeks old (n_CTR_=13, n_GDM_=16, 2-way ANOVA); B: No difference in GTT was found between two groups in 6-week-old F1 male (n=6, 2-way ANOVA, AUC, two-tailed t test); C: Significant difference in GTT was found in 8-week-old GDM male (n=6, 2-way ANOVA, AUC, two-tailed t test); (D-F): Representative mRNA levels of genes related to mitochondrial biogenesis showed somewhat decreases in QUA(D), but not in TA(E) or GAS (F) of 8-week-old GDM male (n_CTR_=6, n_GDM_=5, multiple t tests); (G-I): Representative mRNA levels of genes related to fatty-acid oxidation was inhibited to some extent in QUA(G) and GAS (I) but not in TA(H) of 8-week-old GDM male (n_CTR_=6, n_GDM_=5, multiple t tests); J: Transcription of oxidation and glycolysis had a deficit in 6-week-old GDM male (n=3, multiple t tests); K-M: Mitochondrial dynamics (K, n=6), copy numbers(L, n=5) and muscle development-related genes (M, n=5, multiple t tests) in F1 foetal skeletal muscle show no difference between groups at all; N: Heatmap of genes related to epigenetic enzymes in F1 foetal skeletal muscle according to RNA-seq; O-P: The mRNA levels of mitochondrial fusion and fission did not show difference after knocking out (O, n=6, multiple t tests) or overexpressing *Ppargc1α* (P, n=6, multiple t tests). Data are expressed as mean±SEM. Significance of the differences: *p<0.05, **p<0.01, ***p<0.001.

**Supplementary Figure 2**

A: Growth curves of F1 female showed body weight was significantly lower in GDM offspring before 4 weeks old (n_CTR_=15, n_GDM_=8, 2-way ANOVA); B: No difference in GTT was found between two groups in 8-week-old F1 female (n=4, 2-way ANOVA, AUC, two-tailed t test); C: Significant difference in GTT was found in 12-week-old GDM female (n=17, 2-way ANOVA, AUC, two-tailed t test); D: Body composition analysis of F1 12-week-old female mice showed no dramatic difference (n_CTR_=4, n_GDM_=6, two-tailed t test); E: Gripping force normalized to body weight was much bigger in F1 female at 12 weeks (n_CTR_=4, n_GDM_=6, two-tailed t test); F: QUA, TA, GAS and SOL weights normalized to body weight showed no difference in F1 female(n=6, two-tailed t test); G: Representative mRNA levels of mitochondrial biogenesis and fatty-acid oxidation did not show obvious discrepancy in F1 female soleus muscle at 12 weeks (n=4, multiple t tests); H: TEM displayed disrupted mitochondrial structure in foetal muscle of GDM female; I: Representative mRNA levels of mitochondrial biogenesis and fatty-acid oxidation show no obvious discrepancy in foetal female skeletal muscle (n_CTR_=6, n_GDM_=5, multiple t tests); J: OCR was decreased in GDM female myoblast by 2-way ANOVA. Among them, only OCR in mitochondria was decreased (n=8, each “n” refers to a single replicate, multiple t tests). Data are expressed as mean±SEM. Significance of the differences: **p<0.01, ***p<0.001.

**Supplementary Figure 3**

A: Growth curves of F2 female offspring showed GC and CG groups were heavier than CC group from 10 weeks old on (n_CC_=14, n_GC_=20, n_CG_=15, n_GG_=9, 2-way ANOVA); B: GTT showed glucose levels were higher in GC and CG at the time point of 90 minute, but AUC did not reveal significant systematic difference among F2 female (n_CC_=6, n_GC_=20, n_CG_=13, n_GG_=6, 2-way ANOVA, AUC, ordinary one-way ANOVA); C: ITT showed glucose levels were higher in GC and CG at the time point of 120 minute, but AUC did reveal no difference (n_CC_=12, n_GC_=16, n_CG_=13, n_GG_=7, 2-way ANOVA, AUC, ordinary one-way ANOVA); D: Less muscle and more fat were detected in GC and CG females in body composition analysis (n_CC_=15, n_GC_=20, n_CG_=15, n_GG_=17, ordinary one-way ANOVA); E: QUA, GAS and SOL weights in GC female were obviously lighter than CC (n_CC_=15, n_GC_=20, n_CG_=17, n_GG_=17, ordinary one-way ANOVA); F: TEM of SOL in GC and CG female exhibited mitochondrial abnormalities; G: Quantification of mRNA levels of *Ppargc1α* in soleus among F2 female did not show significant difference (n_CC_=5, n_GC_=6, n_CG_=6, n_GG_=5, ordinary one-way ANOVA); Data are expressed as mean±SEM. Significance of the differences: *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 vs CC; #p<0.05, ##p<0.01 vs GC; &p<0.05, &&p<0.01, &&&<0.001 vs CG.

**Supplementary Table 1.** Antibodies used for western blot

| **Primary antibody** | **RRID** | **Identifier** | **Source** | **Dilution** |
| --- | --- | --- | --- | --- |
| anti-AKT | AB_915783 | 4691S | Cell  Signaling  Technology | 1:2000 |
| anti-pAKT (S473) | AB_2315049 | 4060S |  | 1:2000 |
| anti-S6 | AB_331355 | 2217S |  | 1:10000 |
| anti-pS6 (S235/236) | AB_916156 | 4858S |  | 1:10000 |
| anti-CREB | AB_331277 | 9197 |  | 1:2000 |
| anti-pCREB(S133) | AB_2561044 | 9198S |  | 1:2000 |
| PGC1A | AB_2890187 | Sc-518025 | SANTA CRUZ | 1:1000 |
| PGC1A | AB_881987 | Ab54481 | Abcam | 1:1000 |
| GAPDH | AB_2630358 | Ab181602 |  | 1:10000 |
| OXPHOS cocktail | AB_2629281 | Ab110413 |  | 1:200 |
| H3K27ac | AB_2118291 | Ab4729 |  | 1.5ml for each |
| H3K4me3 | AB_306649 | Ab8580 |  | 1.5ml for each |
| Rat-anti-laminin | AB_477153 | #L0663 | Sigma | 1:1000 |
| Myosin Heavy Chain Type Ⅰ | AB_2235587 | BA-D5 | DSHB | 1:100 |
| Myosin Heavy Chain Type Ⅱa | AB_2147165 | SC-71 |  | 1:100 |
| Myosin Heavy Chain Type Ⅱb | AB_2266724 | BF-F3 |  | 1:100 |
| **Secondary antibody** |  | **Identifier** | **Source** | **Dilution** |
| Goat anti-mouse IgG1-Alexa Fluor-488 | AB_2338854 | 115-545-205 |  | 1:500 |

| Goat anti-mouse IgG2b-DyLight-405 | AB_2338801 | 115-475-207 | Jackson ImmunoResearch | 1:500 |
| --- | --- | --- | --- | --- |
| Goat anti-mouse IgM-Alexa Fluor-594 | AB_2338880 | 115-585-075 |  | 1:500 |

| Goat anti-rat IgG-Alexa Fluor-647 | AB_141778 | #A-21247 | Thermo Fisher Scientific | 1:500 |
| --- | --- | --- | --- | --- |
| Goat anti-mouse H&L (HRP) | AB_955439 | Ab6789 | Abcam | 1:20000 |
| Goat anti-rabbit H&L (HRP) | AB_955447 | Ab6721 |  | 1:20000 |

**Supplementary Table 2.** Oligonucleotide primers used for qPCR and DNA methylation analysis

How the deposited data were processed for this re-analysis (not part of the article)

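RNA-seq values of limb muscle from foetuses at ED18.5 were used, 5 libraries of the GDM group and 5 of the CTR group. The animals were ICR mice, and GDM was induced in dams with 100 mg/kg streptozotocin at GD 6.5 and GD 12.5, with glucose above 16.8 mmol/L as the criterion. The paper gives the foetuses as male. The labels give neither sex nor litter, so each p measures the spread between samples and not between dams. Samples were grouped by the group in their labels.

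As deposited, each gene has one FPKM value per library, which the authors made by mapping reads with HISAT2 2.0.4 and quantifying genes with StringTie 1.3.4d. Their notes also name edgeR and DESeq2, without a role. The fold change the authors give is the ratio of the mean FPKM of the GDM libraries to that of the CTR libraries, and the deposited log2 value is the binary logarithm of that ratio. The p-value and q-value of the authors come from their own comparison of both groups, with a tool that the file does not name, and p is 1 in 38777 genes. Values of 0 appear to have been replaced by 0.0001. No scaling between libraries beyond FPKM is stated, and whether the strand was used in counting is not stated. Of 55401 gene identifiers, 55141 (99.53%) were found in GENCODE vM21, from which GRCm38 coordinates and transcript lengths were taken.

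The comparison had been planned for counts. Since the file holds FPKM, the plan's form for normalized values was used: limma 3.58.1 (trend, robust) in R 4.3.3 on log2(FPKM + 1), with genes of at least 1 FPKM in at least 5 libraries, GDM against CTR with no covariate, and Benjamini-Hochberg adjustment over 13363 genes. Genes below this filter (G6pc, Tet1, Ucp1, Bdh1, Nefh, Pax3 and Hbb-y) have their values from the fit without it. Tables were read with data.table 1.17.8. Depth, coordinates and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Depth was not given and was estimated from single-transcript genes, so it is approximate, and no counting intervals are given.

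Gene groups were tested with limma's camera with a preset correlation of 0.01 and with an estimated correlation, and with fry, with adjustment over 35 lists with tested genes. With the preset correlation 21 lists passed, with an estimated correlation 0, and in fry 25. Camera with an estimated correlation therefore does not tell the lists apart. Fry also passed lists that did not pass camera. These included embryonic and neonatal isoforms (fry adjusted p = 0.0017), histone deacetylases (0.0012), myogenic regulators (7.1e-04) and fibroblast markers (7.1e-04). Single genes were also compared with a two-sided exact permutation test on log2(FPKM + 1). Enrichment used the GO and KEGG annotation in the authors' table, one-sided Fisher's exact tests, the tested genes with an annotation as background and terms of at least 10 genes. Named genes were all genes the paper names for foetal muscle mRNA or draws in Fig. 2F, up to 4 members of each list with the smallest adjusted p, the genes of largest change among those with full separation of the groups, and top members of the overlap lists. Other list members are named as examples and were chosen after their values were seen.

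The lists, the test, the rule for named genes and the alternatives were fixed before the data were examined. The lists of adipocyte, Schwann cell, erythroid, neutrophil, chondrocyte, hypoxia, PPAR target and foetal growth genes were written with the values of Data Sets 1 to 3 and the figures already seen. Data Set 1 was held only as the first 1998 of 55400 genes, and of Data Set 3 the overlap columns were used. The alternatives were a pseudocount of 0.1, no filter, both together, the replicate number as a block, and leaving out each library. Median ratio scaling, with and without marker and globin genes, quantile normalization, and a filter of 1 FPKM in every library were chosen after seeing the data. A first exploratory fit preceded the tests of technical explanations. Alternatives that need counts were not run. Single libraries apart from their group were found with Dixon's test at a critical value of 0.71. The groups were compared with 100 of the 126 splits of the libraries into 5 and 5. The fit was tested on simulated data with 13363 genes, of which 200 were changed. It called 152, 5 of them false, and recovered 50.7% of changes of 1.5-fold, 74.6% of 2-fold and 95.5% of 4-fold.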

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

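The tests of marker lists of other cell types and of cartilage or bone were chosen after their values were seen, as were median ratio scaling and the lists and genes searched for libraries apart from their group. Of 160 groups of 5 libraries, 15 held a library apart from the others, where chance alone gives about 5%.

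CTR replicate 2 was apart from the other CTR samples in fat cell genes: Cd36 was at 161.7 FPKM (others 87.4 to 103), Cat at 114.2 (others 44.5 to 45.5), Adipoq at 253.5 (others 36.1 to 57.1), Pnpla2 at 159.1 (others 36.0 to 47.1) and Scd1 at 130.3 (others 7.99 to 13.6). Its mean log2(FPKM + 1) was 5.88 for adipocyte markers (others 3.72 to 4.17), 3.93 for macrophage markers (others 3.54 to 3.63) and 7.55 for adult muscle isoforms (others 7.81 to 7.89). CTR replicate 5 was low in Idh3a, at 63.1 FPKM (others 68.2 to 70.0), in Ndufb5, at 23.1 FPKM (others 27.2 to 28.4), and in mitochondrial dynamics genes, at a mean of 3.80 (others 3.93 to 3.98). Ucp2 was at 15.3 FPKM in CTR replicate 3 (others 25.1 to 28.1). Nuclear-encoded respiratory chain genes had a mean of 6.07 in GDM replicate 1 (others 6.27 to 6.35), and TCA cycle genes of 6.28 in CTR replicate 1 (others 6.04 to 6.10). Xist, the RNA that silences an X chromosome in females, was at 1.16 FPKM in CTR replicate 1 and at most 0.0315 FPKM in each of the other libraries.

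Lists that the paper does not discuss held many genes that were higher in GDM samples, although none passed camera with an estimated correlation. The hypoxia, foetal growth and chondrocyte lists were written with the paper's Data Sets and figures already seen. Of 24 hypoxia response genes, 18 rose, 0 fell and 6 did not pass (18 higher when adjusted over the list alone; camera adjusted p = 1.3e-05, and adjusted p = 0.13 with an estimated correlation), among them Plod2, a collagen cross-linking enzyme, with a log2 fold change of 1.09. The HIF-1 signaling pathway of KEGG was not enriched among higher genes (31 of its 81 genes, 1.03-fold, adjusted p = 1, one-sided Fisher's exact test). All 22 cell cycle genes rose. Of 19 foetal growth genes, 14 rose, 2 fell and 3 did not pass (14 and 2 when adjusted over the list alone; camera adjusted p = 0.011, and adjusted p = 0.27 with an estimated correlation): Igf2bp1 and Hmga2, which act in growing tissue, had 1.16 and 1.17, and the imprinted RNAs H19 and Meg3 fell, with -0.54 and -0.50. After median ratio scaling 9 of them were higher. Of 10 chaperones, 8 rose, 0 fell and 2 did not pass (9 higher when adjusted over the list alone; camera adjusted p = 0.0024, and adjusted p = 0.13 with an estimated correlation), led by Hsph1 with 1.28.

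Of 10 chondrocyte markers 9 rose, among them Col11a1 with a log2 fold change of 1.50 and Acan with 1.32. Of 6 osteoblast markers 5 rose and 1 did not pass (5 when adjusted over the list alone; camera adjusted p = 0.13, and adjusted p = 0.63 with an estimated correlation). All 5 tenocyte markers rose (5 when adjusted over the list alone; camera adjusted p = 0.039, and adjusted p = 0.37 with an estimated correlation), and of 10 fibroblast markers 6 rose, 2 fell and 2 did not pass (6 and 2 when adjusted over the list alone; camera adjusted p = 0.18, and adjusted p = 0.63 with an estimated correlation). Hbb-y, an embryonic globin, reached 1.33 FPKM in a GDM library and was listed at the floor in all CTR libraries.

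The first pattern is that 76.4% of calls were higher in GDM samples. Deeper GDM libraries would place the excess in low genes, but among 4101 genes with a mean of at least 10 FPKM 70.5% of calls were higher. After median ratio scaling the share was 49.8%, so the excess may come from FPKM scaling, since a few abundant genes take a larger share in CTR libraries. A real rise of many genes in GDM muscle stays open, since a scaling that assumes an unmoved median removes it too. In 1 of 100 splits, the real one, as many genes were called (6142 against at most 3 in another split). At the paper's thresholds this was likewise 1 of 100 (430 against at most 134). Other splits mix the groups, so the group difference widens the spread within them and lowers their counts. The splits also treat the samples as independent, and cannot tell the group from litter or from a batch that follows depth.

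The second pattern is the fall of respiratory chain genes, with a median log2 fold change of -0.53. Transcript length is argued against, since 761 genes matched for length and level had a median of 0.15 (95% interval 0.12 to 0.20). Markers of other cell types, whose medians lay 3.74 apart, from chondrocytes to adipocytes, cannot decide on a lower share of muscle fibres. Other cell types can move in both directions while fibres make up a smaller share. The chondrocyte and adipocyte lists were also written with the paper's Data Sets and figures already seen. A fall of the 25 genes that fibres use at every stage cannot be told apart from a mitochondrial change. They had a median of -0.44 (95% interval -0.66 to -0.32, 19 lower, 0 higher) and ran from -1.34 to 0.23. The interval holds -0.53 but not the -1.10 of fatty acid oxidation or the -0.80 of mitochondrially encoded genes. The median of the mitochondrially encoded genes was -0.44 after quantile normalization, chosen after seeing the data. Both 95% intervals come from resampling genes and do not measure the spread between samples. An effect of maternal hyperglycaemia on mitochondria or on fibre maturation stays open, untested. The real split was the 1 of 100 with as many lower genes in the respiratory chain (73, others 0), the TCA cycle (16, others 0) and fatty acid oxidation (21, others 0). Since other splits called at most 3 genes of all those tested, this adds nothing to the result for the whole count.

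The third pattern is that adult muscle isoforms fell while 6 of 8 embryonic and neonatal isoforms rose. Cartilage or bone left in the GDM samples, although the methods describe taking off skin and bones, would dilute all fibre genes alike. However, the median of the adult isoforms lay below that of the 25 genes that fibres use at every stage. The difference was -0.41 (95% interval -0.82 to -0.08, 0 genes in both lists). This interval comes from resampling genes as if independent, while the adult isoforms had an estimated correlation of 0.52, so it is too narrow. It also does not measure the spread between samples. The difference argues against dilution as the whole cause of the adult part without deciding it, and a part in it stays open. The embryonic list did not pass camera (adjusted p = 0.24). A later stage of the CTR foetuses, or slower fibre maturation in GDM foetuses, could give this pattern, and no value here separates them.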

How the results depend on the processing

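Median ratio scaling, with and without marker and globin genes, quantile normalization and a filter of 1 FPKM in every library were chosen after seeing the data. Genes higher at an adjusted p under 0.05 numbered 4691, and 2567, 2558 and 2881 under the 3 scalings, and genes lower 1451, and 2592, 2604 and 2343. They numbered 4651 and 1442 with a pseudocount of 0.1, 4660 and 1581 with no filter, 4721 and 1647 with both, and 4201 and 1261 with the filter in every library. At the paper's thresholds, genes higher were 475 and genes lower 321 with a pseudocount of 0.1, and 991 and 698 with that pseudocount and no filter. Under the 3 scalings genes higher at these thresholds were 128, 127 and 139, and genes lower 312, 312 and 275. No gene was called in opposite directions in any setting. The cause of the changes in these counts was not tested, apart from what each scaling does by its construction.

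Leaving out each library in turn gave 4180 to 4602 genes higher and 1281 to 1472 lower, and at the paper's thresholds 205 to 239 and 200 to 237. It gave 69 to 72 lower genes of the nuclear-encoded respiratory chain, 15 to 16 of the TCA cycle, 20 to 21 of fatty acid oxidation, 46 to 47 higher genes of the 57 and 60 to 63 lower genes of the 64. The log2 fold change ran from -4.45 to -4.01 for Pck1, from -0.17 to -0.003 for Ppargc1a, and was -0.01 for G6pc in 9 of them, with no value without CTR replicate 3, the only library where it lay above the floor. Idh2 ran from -0.024 to 0.038 and Krtdap from -0.017 to 1.22, and neither passed on leaving out a library.

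The replicate numbers do not pair the samples: the correlation of GDM and CTR libraries with the same number was -0.07 to -0.02, and each library's highest with another number was 0.05 to 0.09. With the number as a block 4171 genes were higher and 1269 lower. Of 3024 log2 fold changes of named genes under other settings, 2954 kept their direction and side of the threshold, 55 no longer passed, 10 passed newly and 5 reversed. With camera, 3 lists changed their call after median ratio scaling (circadian clock, brown adipocyte, osteoblast) and 1 with the block (osteoblast). Alternatives set beforehand that need counts (another count model, other size factors, library totals, voom, a filter on counts, and factors without marker genes in that model) were not run. Depth limits G6pc, whose only signal was worth about 0.99 fragment.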

Differences from the paper's values

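The tests here were set before the data were examined, apart from the 3 scalings and the filter in every library counted among the alternatives of single genes. At the thresholds of its methods the paper reports 993 genes higher and 653 lower in GDM samples, and the fit here gave 217 and 213. The fold change here is on the log2(FPKM + 1) scale, while the authors' is the ratio of mean FPKM. The same threshold is therefore a stricter cut here for genes with low FPKM, and the p-values also come from different tests. Of the alternatives set before the data were examined, a pseudocount of 0.1 together with no filter on low values came within 1.5-fold of the paper's counts, with 991 and 698. The others did not: 475 and 321 with that pseudocount alone, 224 and 228 with no filter alone, 213 and 215 with the replicate block, and 205 to 239 and 200 to 237 on leaving out each library. The joint setting is not stated as the paper's method. The authors' table marks 993 genes up and 654 down, 1 more than the text. Of these, 494 and 331 were among the genes tested here, of which 472 were called higher and 310 lower, and 0 the opposite way. With the authors' p adjusted over the tested genes, 1597 were up and 1707 down.

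By RT-qPCR the paper has Ppargc1a lower at ED18.5 (Fig. 2N), and by western blot it has PGC1A protein lower in foetal muscle. For the RNA-seq the paper draws a log2 ratio of about -0.1 in Fig. 2F, read by eye. This is near the -0.14 computed here from mean FPKM. In limma the log2 fold change of Ppargc1a was -0.08 (adjusted p = 0.71, limma) and passed in 0 of 18 alternatives. The authors' own p for Ppargc1a is 0.209. The 95% interval of the limma log2 fold change, -0.41 to 0.26, leaves room for a fall. This scale also understates changes at low FPKM, so the RNA-seq does not exclude the lower mRNA of the RT-qPCR. Esrra, the partner of PGC1A, was lower, with -0.94. The paper has Dnmt3b higher along with Dnmt1. Dnmt1 was higher here, while Dnmt3b, at 0.20, did not pass (adjusted p = 0.058, limma) except without GDM replicate 5 or CTR replicate 5. The authors' p for Dnmt3b is 0.412. The paper has Tet1, Hdac2 and Hdac6 higher. They passed here, but Tet1 in 4 of 16 alternatives, Hdac6 in 5 of 18 and Hdac2 in 16 of 18. The authors' p is 0.0328 for Tet1, 0.218 for Hdac2 and 0.293 for Hdac6. The paper has G6pc lower. It was listed at the floor in 9 of 10 libraries, and the authors' p is 1. Pck1 was lower, with -4.29.

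For the genes it found higher, the paper gives positive regulation of gene expression and of transcription as enriched terms. These were not enriched among all genes higher here (adjusted p = 1 for gene expression and 0.29 for transcription by RNA polymerase II, one-sided Fisher's exact test), which is a wider set than the paper's overlap genes. For the genes it found lower, the paper puts PPAR signalling first among KEGG pathways. It ranked 1 here at the paper's thresholds, and 10 among all genes lower at an adjusted p under 0.05. Both sets here rest on RNA alone, while the paper's set was lower at the RNA and protein levels.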

Other observations

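The examples below were chosen after their values were seen, as was median ratio scaling, and the Schwann cell, neutrophil and erythroid lists were written with the paper's Data Sets and figures already seen. Several muscle genes of the adult form fell in GDM foetuses. Mybpc2, a fast-fibre myosin binding protein, had a log2 fold change of -2.07, Mb, myoglobin, of -1.98, and Atp2a1, the calcium pump of fast fibres, of -1.09. Myh3, embryonic myosin, rose from 320 ± 137 to 947 ± 87.3 FPKM (SD, n = 5 each), and Chrng, the foetal acetylcholine receptor subunit, rose with 1.28. Of 8 embryonic and neonatal isoforms 6 rose and 2, Myh8 and Des, fell (6 and 2 when adjusted over the list alone), with adjusted p = 0.24 in limma's camera and adjusted p = 0.69 with an estimated correlation. Of 11 myogenic regulators 5 rose and 6 did not pass (5 when adjusted over the list alone; adjusted p = 0.17 in camera and 0.63 with an estimated correlation), among them Myod1 with 0.97 and Myog with 0.79. Myf5, which the paper measured by RT-qPCR, rose with 0.48 (adjusted p = 6.0e-04, limma). Pax3 was listed at the floor in every CTR library and had a mean of 0.0369 FPKM in GDM libraries.

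Glucose genes went both ways. Of 20 genes of glucose uptake and glycolysis 8 rose, 6 fell and 6 did not pass (9 and 6 when adjusted over the list alone; adjusted p = 0.82 in camera and 0.94 with an estimated correlation). Pgam1 rose with a log2 fold change of 1.61, and Slc2a4, the insulin-dependent transporter GLUT4, fell with -0.92. Of 14 genes of insulin and IGF signalling 6 rose, 1 fell and 7 did not pass (6 and 1 when adjusted over the list alone; adjusted p = 0.98 in camera and 1.00 with an estimated correlation), with 2 higher and 3 lower after median ratio scaling and 3 lower without CTR replicate 5. Of 15 glucocorticoid-induced genes 4 rose, 5 fell and 6 did not pass (4 and 5 when adjusted over the list alone; adjusted p = 0.12 in camera and 0.63 with an estimated correlation), with 0.99 for Fkbp5 and -1.11 for Fbxo32; after median ratio scaling 2 were higher and 6 lower. Of 11 clock genes 3 rose, 3 fell and 5 did not pass (3 and 5 when adjusted over the list alone; adjusted p = 0.020 in camera and 0.21 with an estimated correlation), with -1.46 for Nr1d1 and 1.08 for Per2. The even count of clock genes did not hold after median ratio scaling, with 2 higher and 6 lower, and 5 were lower without CTR replicate 5.

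Of 8 genes of mitochondrial fusion and fission 4 fell, 1 rose and 3 did not pass (4 and 2 when adjusted over the list alone; adjusted p = 0.011 in camera and 0.13 with an estimated correlation). Mfn2 fell with a log2 fold change of -0.80, Mief2 with -0.73, Mfn1 with -0.38 and Fis1 with -0.27. The paper reports no difference in the mitochondrial dynamics genes it tested in foetal muscle. Its text does not name those genes, so they may not be the same as the 8 here. Mief1 rose with 0.32 and did not pass after median ratio scaling, and 2 genes were higher without GDM replicate 5 or without CTR replicate 1. Idh2 had a log2 fold change of -0.003 (adjusted p = 0.97, limma) and of -0.19 after median ratio scaling, where it passed (adjusted p = 0.040, limma, in a range of 0.039 to 0.997 over 18 alternatives), while Idh3a and Ndufb5 fell with -0.51 and -0.65.

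Of 9 Schwann cell markers 6 fell and 3 did not pass (6 when adjusted over the list alone; camera adjusted p = 8.2e-05, and adjusted p = 0.27 with an estimated correlation). Of 8 neutrophil markers 5 fell and 3 did not pass (7 when adjusted over the list alone; camera adjusted p = 7.3e-05, and adjusted p = 0.27 with an estimated correlation), with -1.60 for Retnlg; 8 were lower without CTR replicate 5 and 7 after median ratio scaling. Of 10 endothelial markers 6 fell and 4 did not pass (6 when adjusted over the list alone; camera adjusted p = 4.1e-05, and adjusted p = 0.23 with an estimated correlation), with -0.83 for Cldn5. Of 10 macrophage markers 2 fell, 1 rose and 7 did not pass (2 and 1 when adjusted over the list alone; camera adjusted p = 0.033, and adjusted p = 0.55 with an estimated correlation), while 5 were lower and 0 higher after median ratio scaling, and 4 and 1 after quantile normalization, also chosen after seeing the data. Of 7 definitive erythroid markers 2 fell and 5 did not pass (2 when adjusted over the list alone), with a median log2 fold change of 0.41 although camera gave the direction down (adjusted p = 0.22, and adjusted p = 0.69 with an estimated correlation), and without GDM replicate 4, 3 of them were higher. No primitive erythroid marker passed the filter on low values. Of 3 brown adipocyte markers 1 fell and 2 did not pass (1 when adjusted over the list alone; camera adjusted p = 0.028, and adjusted p = 0.21 with an estimated correlation), with 3 lower after median ratio scaling and 2 without CTR replicate 4. Ucp1 was at 0.105 and 0.103 FPKM in GDM replicates 1 and 3 and at the floor in the others, and at 6.43, 5.32, 0.855 and 7.88 FPKM in CTR replicates 1, 2, 4 and 5 and at the floor in CTR replicate 3. The 3 keratinocyte and 2 neuron markers tested did not pass (0 when adjusted over each list alone; camera adjusted p = 0.82 for both, and adjusted p = 0.93 and 0.90 with an estimated correlation), apart from 1 neuron marker that was higher without GDM replicate 5. However, GDM replicates 1 and 3 stood apart in skin transcripts, although the paper's methods say that skin was taken off: the mean log2(FPKM + 1) of keratinocyte markers was 4.59 and 3.08 in them and 0.99 to 1.81 in the other 8 libraries, and Krt10, a keratin of skin, was at 86.2 and 12.8 FPKM, with 1.48 to 2.34 FPKM in the others. Of 4 Y-linked genes Uty and Kdm5d rose, with log2 fold changes of 0.38 and 0.28, Eif2s3y fell, with -0.29, and Ddx3y did not pass, at 10.9 ± 1.56 FPKM in GDM and 10.6 ± 1.14 FPKM in CTR samples (SD, n = 5 each).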
